# A scalable platform for the development of cell-type-specific viral drivers

**DOI:** 10.7554/eLife.48089

**Published:** 2019-09-23

**Authors:** Sinisa Hrvatin, Christopher P Tzeng, M Aurel Nagy, Hume Stroud, Charalampia Koutsioumpa, Oren F Wilcox, Elena G Assad, Jonathan Green, Christopher D Harvey, Eric C Griffith, Michael E Greenberg

**Keywords:** enhancers, AAV, cell-type-specific, somatostatin, PESCA, Mouse

## Abstract

Enhancers are the primary DNA regulatory elements that confer cell type specificity of gene expression. Recent studies characterizing individual enhancers have revealed their potential to direct heterologous gene expression in a highly cell-type-specific manner. However, it has not yet been possible to systematically identify and test the function of enhancers for each of the many cell types in an organism. We have developed PESCA, a scalable and generalizable method that leverages ATAC- and single-cell RNA-sequencing protocols, to characterize cell-type-specific enhancers that should enable genetic access and perturbation of gene function across mammalian cell types. Focusing on the highly heterogeneous mammalian cerebral cortex, we apply PESCA to find enhancers and generate viral reagents capable of accessing and manipulating a subset of somatostatin-expressing cortical interneurons with high specificity. This study demonstrates the utility of this platform for developing new cell-type-specific viral reagents, with significant implications for both basic and translational research.

## Introduction

Enhancers are DNA elements that regulate gene expression to produce the unique complement of proteins necessary to establish a specialized function for each cell type in an organism. Large scale efforts to build a definitive catalog of cell types (Cao et al., 2017; Rosenberg et al., 2018; Tasic et al., 2018; Zeisel et al., 2015) based on their gene expression have recently successfully mapped epigenomic regulatory landscapes (Buenrostro et al., 2015; Cusanovich et al., 2015; Mo et al., 2015), enabling a mechanistic understanding of the underlying gene expression that is critical for cell-type-specific development, identity, and unique function. Importantly, characterization of individual enhancers has revealed their potential to direct highly cell-type-specific gene expression in both endogenous and heterologous contexts (Dimidschstein et al., 2016; Graybuck et al., 2019; Jüttner et al., 2019; Mich et al., 2019), making them ideal for developing tools to access, study, and manipulate virtually any mammalian cell type.

Despite recent success in cataloging the gene expression profiles of distinct cell subpopulations in the nervous system, our limited ability to specifically access these subpopulations hinders the study of their function. For example, the mammalian cerebral cortex is composed of over one hundred cell types, most of which cannot be individually accessed using existing tools. Glutamatergic excitatory neuron cell types propagate electrical signals across neural circuits, whereas GABAergic inhibitory interneuron cell types play an essential role in cortical signal processing by modulating neuronal activity, balancing excitability, and gating information (Kepecs and Fishell, 2014; Marín, 2012; Rudy et al., 2011). Although relatively lower in abundance than excitatory neurons, interneurons are highly diverse; for example, somatostatin-expressing cortical interneurons comprise several anatomically, electrophysiologically, and molecularly defined cell types whose dysfunction is associated with neuropsychiatric and neurological disorders (Jiang et al., 2015; Muñoz et al., 2017; Tasic et al., 2018). Given the vast diversity of cell types in the brain, and the inability of our current tools to access most neuronal cell types, enhancer-driven viral reagents have the potential to become the next generation of cell-type-specific transgenic tools enabling facile, inexpensive, cross-species, and targeted observation and functional study of neuronal cell types and circuits.

Despite the potential of cell-type-specific enhancers to revolutionize neuroscience research, cell-type-restricted gene regulatory elements (GREs) have not yet been systematically identified. Moreover, functional evaluation of candidate GRE-driven viral vector expression across all cell types in the tissue of interest is currently laborious, expensive, and low-throughput, typically relying on the production of individual viral vectors and the assessment of expression across a limited number of cell types by in situ hybridization or immunofluorescence. The lack of a generalizable platform for rapid identification and functional testing of cell-type-specific enhancers is therefore a critical bottleneck impeding the generation of new viral reagents required to elucidate the function of each cell type in a complex organism.

To address these issues, we merged the principles of massively parallel reporter assays (MPRA) (Hartl et al., 2017; Inoue et al., 2017; Melnikov et al., 2012; Murtha et al., 2014; Patwardhan et al., 2012; Shen et al., 2016) with single-cell RNA sequencing (scRNA-seq) (Cao et al., 2017; Hrvatin et al., 2018; Klein et al., 2015; Macosko et al., 2015; Rosenberg et al., 2018; Stroud et al., 2017; Tasic et al., 2018; Tasic et al., 2016; Zeisel et al., 2015), and developed a Paralleled Enhancer Single Cell Assay (PESCA) to identify and functionally assess the *specificity* of hundreds of GREs across the full complement of cell types present in the brain. In the PESCA protocol, the expression of a barcoded pool of AAV vectors harboring GREs is analyzed by single-nucleus RNA sequencing (snRNA-seq) to evaluate the specificity of each constituent GRE across tens of thousands of individual cells in the target tissue, through the use of an orthogonal cell-indexed system of transcript barcoding (Figure 1a).

**Figure 1.**
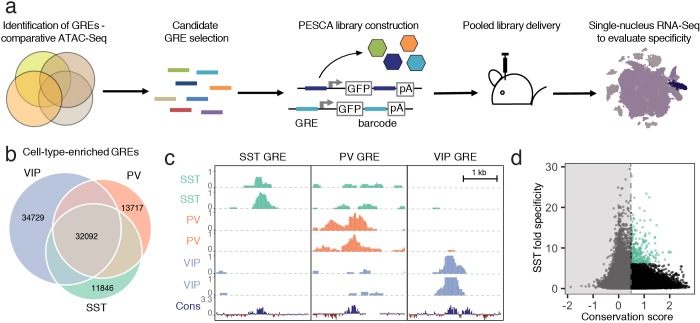
Experimental strategy and GRE selection. (**a**) Paralleled Enhancer Single Cell Assay (PESCA). Comparative ATAC-Seq is used to identify candidate GREs. A library of gene regulatory elements (GREs) is inserted upstream of a minimal promoter-driven GFP. The viral barcode sequence is inserted in the 3’UTR, and the vector packaged into rAAVs. Following *en masse* injection of the rAAV library, the specificity of the constituent GREs for various cell types in vivo is determined by single-nucleus RNA sequencing, measuring expression of the barcoded transcripts in tens of thousands of individual cells in the target tissue. Finally, bioinformatic analysis determines the most cell-type-specific barcode-associated rAAV-GRE-GFP constructs. pA = polyA tail. (**b**) Area-proportional Venn diagram of the number of putative GREs identified by ATAC-Seq of purified PV, SST, and VIP nuclei. Overlapping areas indicate shared putative GREs. Non-overlapping areas represent GREs that are unique to a single cell type. (**c**) Representative ATAC-seq genome browser traces of a putative GRE enriched in SST, PV, or VIP interneurons (normalized counts per location). Sequence conservation across the Placental mammalian clade is also shown. (**d**) Putative GREs (n = 323,369) are plotted based on average sequence conservation (phyloP, 60 placental mammals) and SST-specificity (ratio of the average ATAC-Seq signal intensity between SST samples and non-SST samples). Dashed vertical line indicates the minimal conservation value cutoff (0.5). Green coloring indicates the 287 most SST-specific GREs selected for PESCA screening.

**Figure 1—figure supplement 1.**
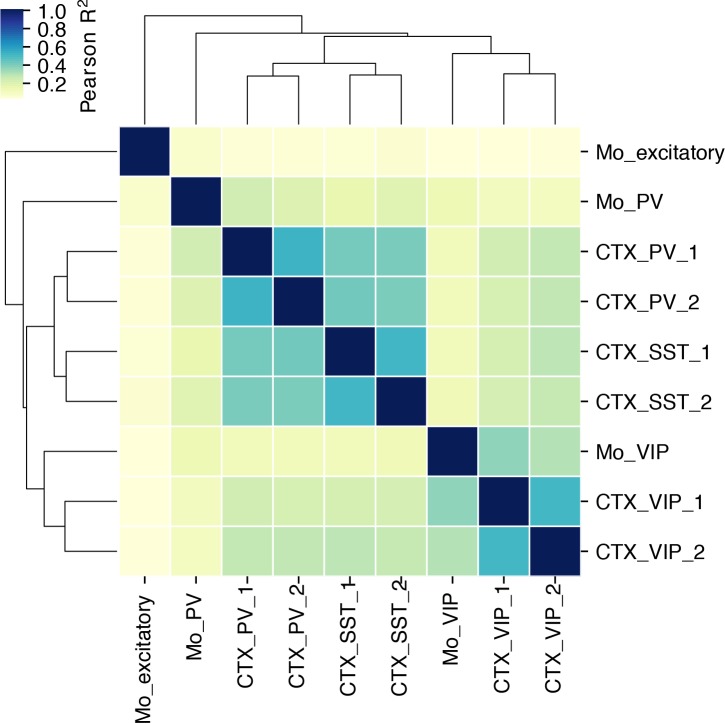
Hierarchical clustering of the Mo et al. (2015) and our own ATAC-seq datasets. Any ATAC-seq peak identified in any of the PV, SST, or VIP ATAC-seq datasets of this manuscript was given a score of 0 or one depending on whether any reads fell into that peak for a given sample. We used a binary score rather than normalized read counts to account for batch effects (due to differences in sample preparation, processing, and sequencing depth) between our and Mo et al.’s datasets. The pairwise correlation coefficient of these binary vectors was then calculated for each possible combination of samples shown, and hierarchically clustered using (R^2) as the distance metric.

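Across the 113182 regions marked in at least 1 of the 6 samples, the squared Pearson correlation of the deposited 0 and 1 values was 0.289 on average for the 3 pairs of replicates, with a range from 0.225 to 0.323. For the 12 pairs of samples of different cell types it was 0.0870, from 0.000401 to 0.224. The lowest pair of replicates was that of VIP, and VIP replicate 1 had at most 0.00532 with a sample of another cell type. Of its 74834 marked regions, 30902 have no peak in its peak list, as do 8810 of 54673 in PV replicate 1. Every pair of replicates thus lay above every pair across cell types on this measure, though the lowest and the highest of these values were 0.225 and 0.224. It was not so with 1 where a sample has a read and 0 elsewhere, which is how the paper's legend describes its own score. This measure was added here after the data were seen. There SST replicate 1 had 0.124 with PV replicate 1 and 0.101 with PV replicate 2, above the 0.0931 of the SST replicates and the 0.0826 of the VIP replicates. On log2 CPM of the read counts, the measure that moved these values most, the squared correlation averaged 0.734 for replicates, and pairs of different cell types lay between 0.373 and 0.641. The Jaccard index, the share of marked regions that a pair has in common, was 0.585 and 0.422. These are correlations across regions, which are not independent replicates. The dataset of Mo et al. was not used here.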

**Figure 1—figure supplement 2.**
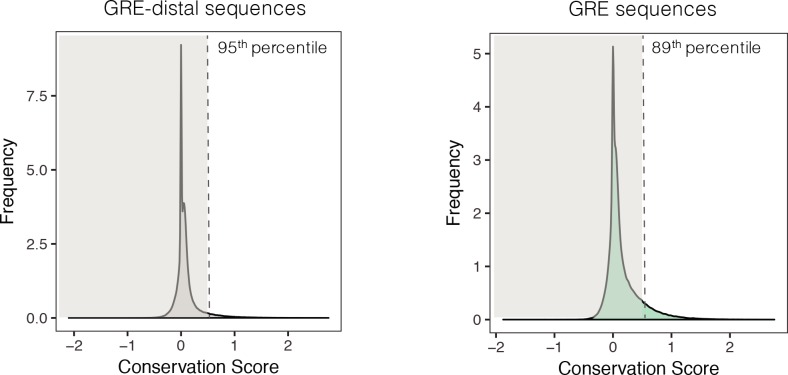
Identification of conserved GREs. Left: For each of the 323,369 reference genomic regions that were identified by ATAC-Seq, a region of the same size was chosen exactly 100,000 bases away from the GRE. The mean sequence conservation score (phyloP, 60 placental mammals) for each of these GRE-distal regions was calculated and plotted. A vertical line at the conservation score of 0.5 indicates the 95^th^ percentile of that distribution and was chosen as a minimal conservation score needed to consider a GRE sequence as conserved. Right: The mean sequence conservation score (phyloP, 60 placental mammals) for each of the 323,369 GREs was calculated and plotted. A vertical line indicates the minimal conservation score of 0.5. 36,215 GREs (11%) had a mean conservation greater than 0.5 and were deemed conserved.

We validated the efficacy of PESCA in the murine primary visual cortex by identifying GREs that confine AAV expression to somatostatin (SST)-expressing interneurons and showed that these vectors can be used to modulate neuronal activity selectively in SST neurons. We chose to focus on SST neurons in the brain because this population is known to be diverse and to be composed of several relatively rare subpopulations (Muñoz et al., 2017; Tasic et al., 2018; Tasic et al., 2016), and thus might serve as a good test case. As described below, our findings highlight the utility of PESCA for identifying viral constructs that drive gene expression selectively in a subset of neurons and establish PESCA as a platform of broad interest to the research and gene therapy community, potentially enabling the generation of cell-type-specific AAVs for virtually any cell type.

## Results

### GRE selection and library construction

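ATAC-Seq of SST, PV and VIP interneurons was represented by 6 samples, 2 replicates for each cell type, from cortical nuclei of mice that carry a Cre driver for that type. The authors aligned the reads to mm10, removed duplicates and called peaks in each replicate. They kept the peaks called by both MACS2 and HOMER, and the deposited peak lists give each peak a −log10 q-value. The authors also deposited the count of reads on each of 323369 reference regions, without normalization, and a table that marks each region with 0 or 1 in each sample. The reads counted in these regions were 1905068 and 2256073 in the SST replicates, 1966589 and 1801883 in the PV replicates, and 2014353 and 2237095 in the VIP replicates. From there, peaks of replicates were intersected with bedtools, and read counts were compared between cell types as a fold and by a test. Replicate numbers were not read as pairs across cell types. The labels give the mice as male, where the paper's methods give male and female mice, and the ages stated in the paper differ between its parts. Neither sex nor age was used.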

To identify candidate SST interneuron-restricted gene regulatory elements (GREs), we carried out comparative epigenetic profiling of the three largest classes of cortical interneurons: somatostatin (SST)-, vasoactive intestinal polypeptide (VIP)- and parvalbumin (PV)-expressing cells. To this end, we employed the recently developed Isolation of Nuclei Tagged in specific Cell Types (INTACT) (Mo et al., 2015) method to isolate purified chromatin from of each of these cell types from the cerebral cortex of adult (6–10 week-old) mice. The assay for transposase-accessible chromatin using sequencing (ATAC-Seq) (Buenrostro et al., 2015), which identifies nucleosome-depleted gene regulatory regions, was then used to identify genomic regions with enhanced accessibility (i.e., peaks) in the SST (n = 57,932), PV (n = 61,108), and VIP (n = 79,124) chromatin samples (Figure 1b,c, Figure 1—figure supplement 1, Materials and methods). These datasets can be used as a resource to identify putative gene regulatory elements as candidates for driving cell-type-specific gene expression for the numerous subtypes of SST, PV or VIP-expressing intraneurons across diverse cortical regions.

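The peak lists held 44073 and 48241 peaks in the SST replicates, 45970 and 42789 in the PV replicates, and 43770 and 50009 in the VIP replicates. The peaks had a median width of 301 bp in each list. Merging overlapping peaks of both replicates gave 58963 regions for SST, of which 33334 (56.5%) were covered by a peak of each replicate. For PV, 32913 of 55835 regions (58.9%) were covered in both replicates, and for VIP, 36416 of 57314 (63.5%). Regions marked in either replicate in the deposited table of 0 and 1 numbered 57932 for SST, 61108 for PV and 79124 for VIP, a count chosen after the data were seen. Over the regions covered in both replicates, 55426 were found in at least 1 cell type. Of these, 17855 (32.2%) were found in all 3 cell types, 6694 in SST alone, 6599 in PV alone and 12753 in VIP alone. The regions found in VIP alone made up 35.0% of the VIP regions, against 20.1% for SST and 20.1% for PV. With the union of replicates in place of regions covered in both, SST alone had 15635 regions and all 3 cell types shared 27844.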

To enrich for GREs that could be useful reagents to study and manipulate interneurons across mammalian species, including humans, we started with an expanded list of 323,369 genomic coordinates (Supplementary file 1) representing a union of cortical neuron ATAC-seq-accessible regions identified across dozens of experiments in our laboratory (Materials and methods, Stroud et al., manuscript in preparation). 

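The deposited phyloP conservation score, averaged over each region, was above 0.5 in 36215 of the 323369 reference regions (11.2%). Of these conserved regions, 1274 had no read in any of the 6 ATAC-Seq samples. The median conserved region had 15 reads over the 6 samples together.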

We first filtered this initial set of 323,369 genomic coordinates to exclude GREs with poor mammalian sequence conservation (Materials and methods, Supplementary file 1, Figure 1—figure supplement 2). 

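The fold of SST signal over the mean of PV and VIP was computed for 36215 conserved regions, after the mean reads of each cell type were scaled to 10000000 reads over these regions and a pseudocount of 0.5 was added. The 287 GREs of the library had a median fold of 107, with quartiles of 20.2 and 160, and 183 of them were among the 287 highest. Such folds rest on few reads. The median GRE had 8 SST reads over both replicates, with a range from 3 to 237, and 183 of the GREs had no PV or VIP read. The reads over all 287 GREs were 1028 in SST replicate 1 and 2446 in SST replicate 2. More reads were found in replicate 2 for 239 GREs, in replicate 1 for 34, and 14 had equal reads. For 82 GREs, one of the SST replicates had no read, which was replicate 1 for 77 of them. A peak was marked in both SST replicates for 34 GREs, in one for 124 and in neither for 129. The median fold was 148 without SST replicate 1 and 13.0 without SST replicate 2. With a pseudocount of 0.1 the median fold was 532. With each replicate scaled to 5000000 reads over all regions, a setting chosen after the data were seen, the median was 12.5, all 287 GREs were among the 287 highest, and the folds equalled the deposited values within a relative difference of 4.69e-07.

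**Figure D1:**
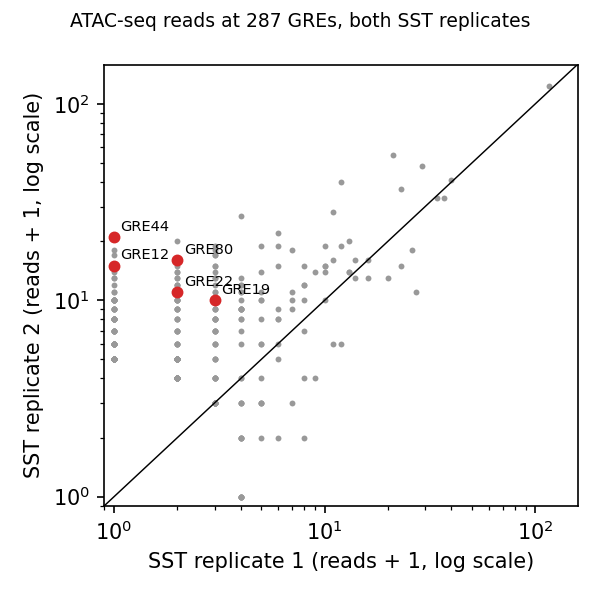
ATAC-Seq reads of 287 GREs in SST replicate 1 (x axis) and SST replicate 2 (y axis), both as reads plus 1 on a log scale. Each point is a GRE, red points are 5 named GREs, and the line marks equal reads; 239 GREs lie above the line.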

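Read counts were also compared by a test with edgeR's quasi-likelihood method, SST against the mean of PV and VIP, with TMM normalization over all 6 samples. Of 323369 regions, 40338 passed edgeR's filter on low counts. At an adjusted p of 0.05 (Benjamini-Hochberg), 3288 regions were higher in SST and 2182 were lower. The filter kept 21 of the 287 GREs, all of them higher in SST, and the other GREs had too few reads to enter. Without a filter, 310118 regions were tested and 411 were higher and 157 lower, among them 11 GREs. The fitted change was positive for all 287 GREs under that setting, and 252 had an unadjusted p under 0.05. These regions had been chosen by the authors from the same samples, so the test is not independent evidence. DESeq2 called 864 regions higher and 589 lower, and 16 of the 21 GREs higher. Without SST replicate 2, edgeR called 15 of 21 GREs higher, and with another sample left out between 39 and 43, of 46 to 53 that passed the filter. From the ranking by fold, the paper selected these GREs for functional screening. Without SST replicate 1 the number of higher regions was 4958, over 1.5 times that with all samples, of 56308 regions that passed the filter.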

The remaining 36,215 genomic regions were ranked by an enrichment of ATAC-seq signal in the SST samples over PV/VIP (Materials and methods), and the top 287 most enriched GREs were selected for functional screening to identify enhancers that drive gene expression selectively in SST interneurons of the primary visual cortex (Figure 1d, Supplementary file 2).

A PCR-based strategy was used to simultaneously amplify and barcode each GRE from mouse genomic DNA (Materials and methods). To minimize sequencing bias due to the choice of barcode sequence, each GRE was paired with three unique barcode sequences. The resulting library of 861 GRE-barcode pairs was pooled and cloned into an AAV-based expression vector, with the GRE element inserted 5’ to a promoter driving a GFP expression cassette and the GRE-paired barcode sequences inserted into the 3’ untranslated region (UTR) of the GRE-driven transcript (Materials and methods, Figure 2a, Figure 2—figure supplement 1). This configuration was chosen to maximize the retrieval of the barcode sequence during single-cell RNA sequencing, which primarily captures the 3’ end of transcripts. 

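The 287 GREs are between 300 and 1226 bp wide, with a median of 322 bp. By the GENCODE annotation of GRCm38, 182 of them lie outside protein-coding genes, 76 in introns of such genes and 29 overlap an exon of one. The median distance to the nearest start of a protein-coding gene is 178970 bp. Among the viral transcripts of the nuclei, 858 of the 861 barcodes and all 287 GREs were found. The median barcode had 211 UMIs (unique molecular identifiers, which count transcripts) and the quartiles were 24 and 806. The median GRE had 764 UMIs, with a range from 12 to 15649. The 10 most abundant GREs held 21.7% of the viral UMIs.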

The human beta-globin promoter was chosen since it has previously been used in conjunction with an enhancer to drive strong and specific expression in cortical interneurons (Dimidschstein et al., 2016), although the modular cloning strategy is compatible with the use of other promoters. The library was packaged into AAV9, which exhibits broad neural tropism and has previously been used to drive payload expression in cortical neurons (Cearley and Wolfe, 2006). The complexity of the resulting rAAV-GRE library was then confirmed by next generation sequencing, detecting 802 of the 861 barcodes (93.1%), corresponding to 285 of the 287 GREs (99.3%) (Figure 2b).

**Figure 2.**
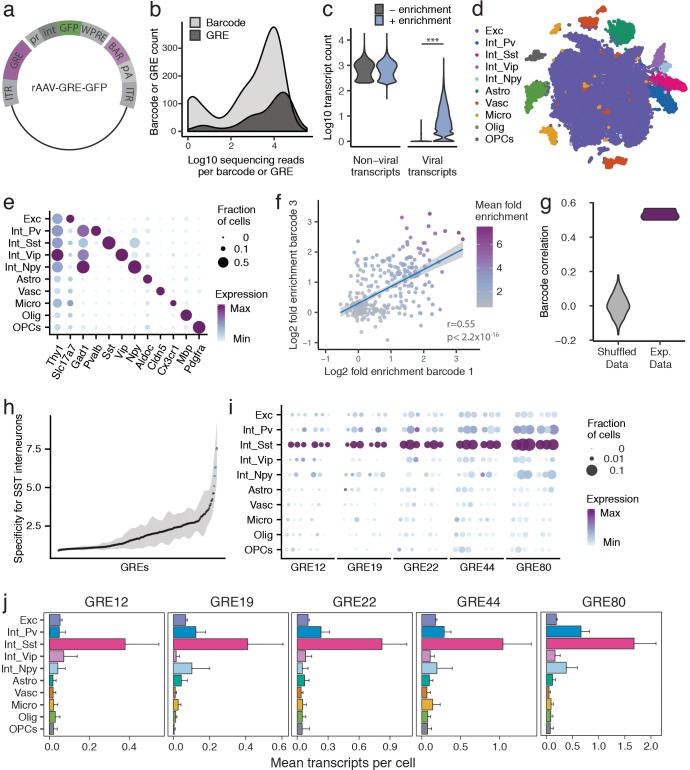
PESCA screen identifies GREs highly enriched for SST^+^ interneurons. (**a**) PESCA library plasmid map. ITR, inverted terminal repeats; GRE, gene regulatory element; pr, HBB minimal promoter; int, intron; GFP, green fluorescent protein; WPRE, Woodchuck Hepatitis Virus post-transcriptional regulatory element; BAR, 10-mer sequence barcode associated with each GRE; pA, polyadenylation signal. (**b**) Library complexity plotted as distribution of the abundance of the 861 barcodes and 287 GREs in the AAV library. Barcodes and GREs were binned by number of sequencing reads attributed to each barcode or GRE within the library. (**c**) Transcript count per nucleus (n = 32,335 nuclei). Sequencing libraries were prepared with or without PCR-enrichment for viral transcripts. PCR enrichment resulted in a 382-fold increase in the number of recovered viral transcripts (p=0, Mann-Whitney U-test, two-sided) to an average of 15.6 unique viral transcripts per nucleus. Displayed as Log10(Count+1). (**d**) t-SNE plot of 32,335 nuclei from V1 cortex of two animals. Colors denote main cell types: Exc (Excitatory neurons), Pv (PV Interneurons), Sst (SST Interneurons), Vip (VIP interneurons), Npy (NPY Interneurons), Astro (Astrocytes), Vasc (Vascular-associated cells), Micro (Microglia), Olig (Oligodendrocytes), OPCs (Oligodendrocyte precursor cells). (**e**) Marker gene expression across cell types. Color denotes mean expression across all nuclei normalized to the highest mean across cell types. Size represents the fraction of nuclei in which the marker gene was detected. (**f**) Dot plot with each dot representing one GRE (n = 287). The values on each axis represent the Log2 SST fold-enrichment calculated for each GRE based on two of the three barcodes paired with that GRE - barcode one on the x-axis, and barcode three on the y-axis. Blue line indicates linear fit with 95% confidence intervals (shaded) (r = 0.55, p<2.2 × 10^−16^, Pearson’s correlation). Color gradient indicates the average enrichment between the two barcodes. (**g**) Pairwise Pearson correlation between the enrichment values calculated from three sets of barcodes associated with 287 GREs for experimental data (Exp. Data, r = 0.52 ± 0.05, p<2.2 × 10^−16^, Pearson’s correlation) and after random shuffling of enrichment values (Shuffled Data, r = 0 ± 0.06). (**h**) GREs ranked by average barcode expression specificity for SST interneurons across three barcodes. Shading indicates the minimal and maximal specificity calculated by analyzing each of the three barcodes associated with a GRE. Blue indicates the five top hits that also passed a statistical test for SST interneuron enrichment (FDR-corrected q < 0.01). (**i**) Expression of the top five hits: GRE12, GRE19, GRE22, GRE44, GRE80. For each GRE, expression values are split into two animals, and, for each animal, into the three barcodes associated with that GRE. Color denotes mean expression across all nuclei normalized to the highest mean across cell types. Size represents the fraction of nuclei in which the marker gene was detected. (**j**) Mean expression of GRE12, GRE19, GRE22, GRE44, and GRE80 across cell types. Error bars, s.e.m.

**Figure 2—figure supplement 1.**
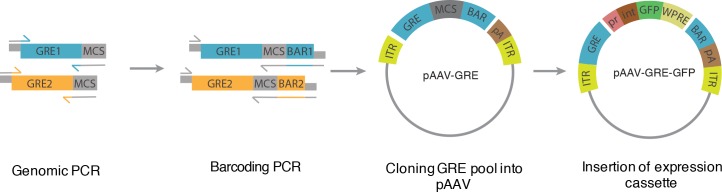
Schema for PESCA library construction. PCR is used to amplify GREs from the genomic DNA and to introduce appropriate restriction enzyme sites and, subsequently, a 10 bp barcode sequence. Each GRE is amplified three times using three different barcode sequences. The amplified GREs are pooled and cloned into an AAV vector. Restriction enzyme sites between the GRE and the barcode are used to insert an expression cassette consisting of a minimal promoter, intron, GFP and WPRE sequences. See Materials and methods for details.

**Figure 2—figure supplement 2.**
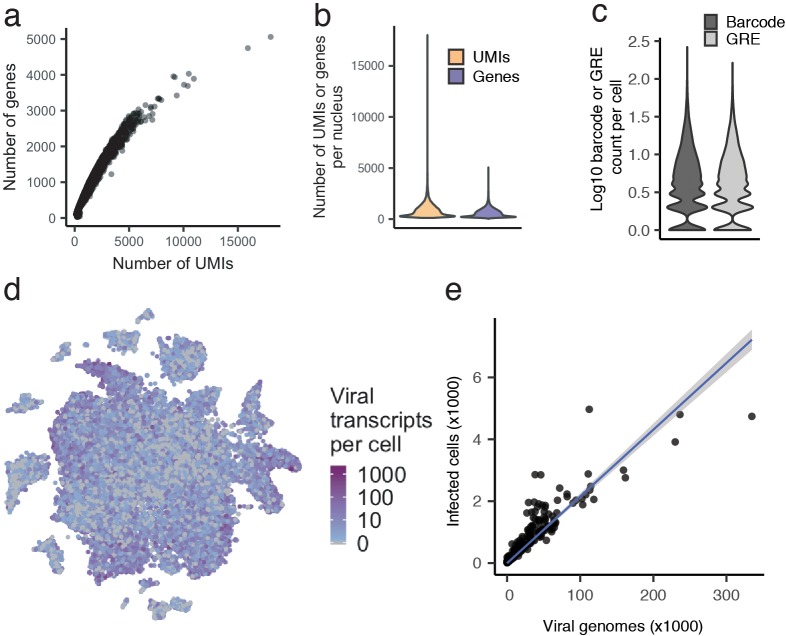
UMI, gene and GRE detection metrics. (**a**) Dot plot of the number of unique molecular identifiers (UMIs) and the number of genes for each nucleus that was analyzed. (**b**) Plot showing the density distribution of number of UMIs and genes per nucleus. (**c**) Distribution of the number of unique barcodes and unique GREs detected per nucleus, displayed as Log10(Count+1). (**d**) t-SNE plot of 32,335 nuclei from V1 cortex of two injected animals. Color gradient denotes number of unique viral transcripts per nucleus displayed as Log10(Count+1). (**e**) Dot plot of the number of viral genomes in the AAV library and the number of infected cells recovered after snRNA-Seq. Each dot represents one barcode (n = 861). Line of linear fit with 95% confidence intervals (shaded). Pearson correlation r = 0.9, p<2.2 × 10^−16^.

**Figure 2—figure supplement 3.**
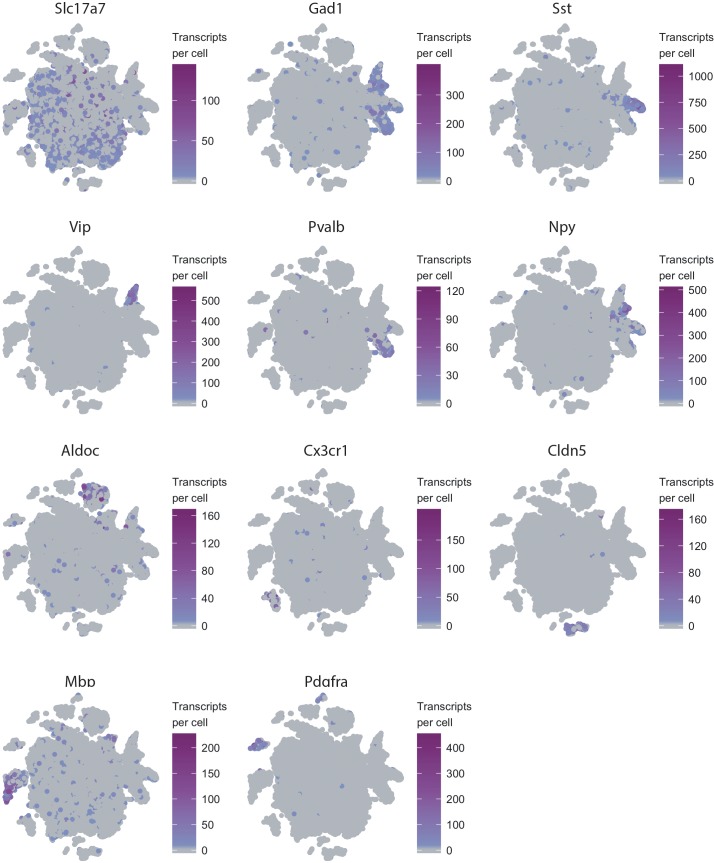
t-SNE plots of 32,335 nuclei from V1 cortex of two analyzed animals. Color gradient denotes number of unique transcripts per nucleus of the indicated cellular marker gene.

**Figure 2—figure supplement 4.**
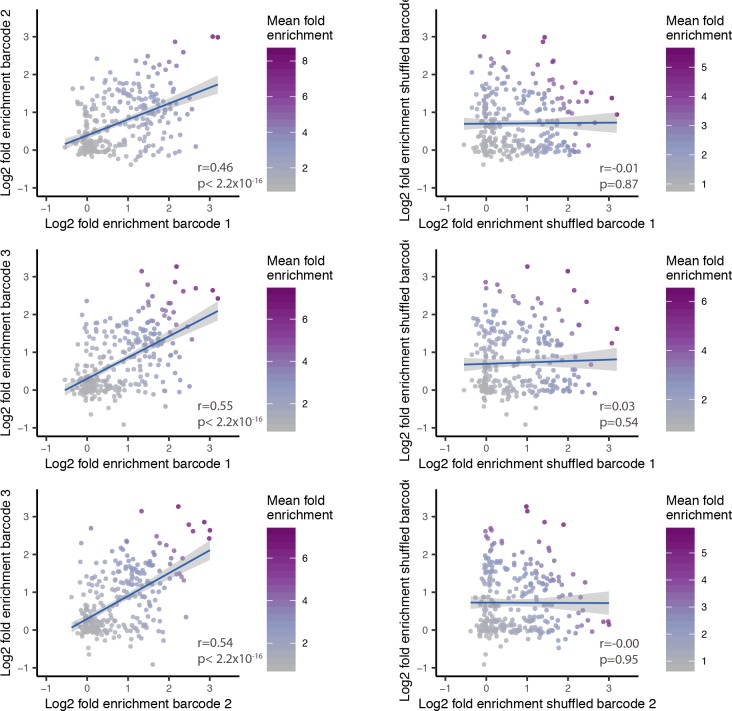
Pairwise comparison between SST fold-enrichment values. Dot plot of pairwise comparison between SST fold-enrichment values across three pairs of barcodes associated with the same GRE (left) and across randomly shuffled barcodes (right). The values on each axis represent the Log2 SST fold-enrichment calculated for each barcode. Blue line indicates linear fit with 95% confidence intervals (shaded). Correlation and p-values are indicated for each plot. Color gradient indicates the average enrichment between the two barcodes.

**Figure 2—figure supplement 5.**
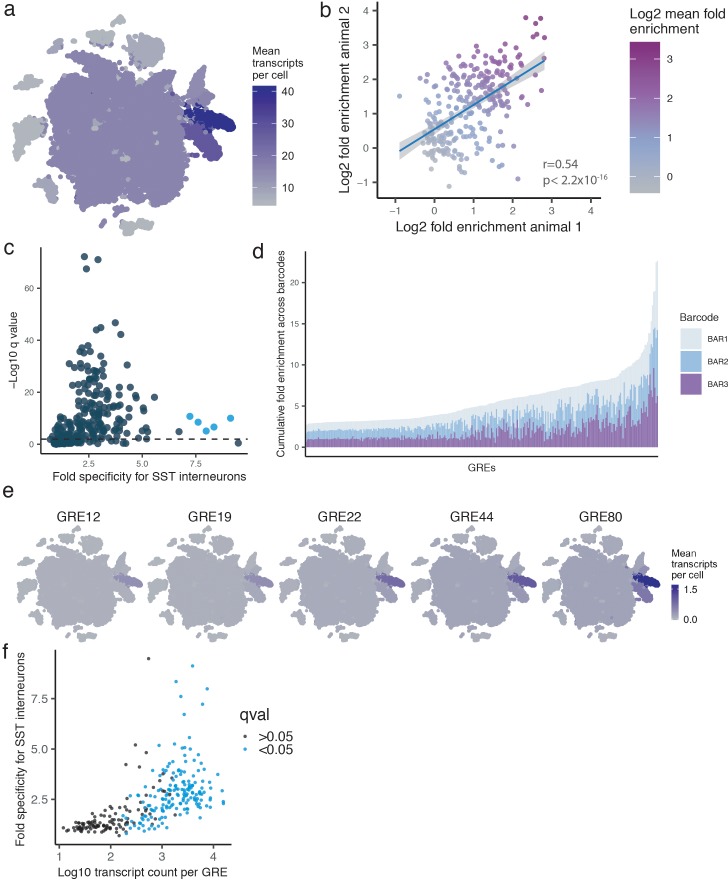
GRE specificity metrics. (**a**) t-SNE plot of 32,335 nuclei from V1 cortex of two analyzed animals showing the mean viral expression across all GREs. Plot is pseudocolored based on the mean expression in each cell type. (**b**) Scatter plot of between Log2 SST fold-enrichment values across two animals. Blue line indicates linear fit with 95% confidence intervals (shaded). Correlation and p-values are indicated for each plot. Color gradient indicates the average enrichment between the two barcodes. (**c**) Scatter plot of GRE-driven transcripts plotted by fold SST-specificity and FDR-corrected q value of enrichment in SST+ versus SST- cells. Colored dots represent the five SST-enriched GREs that were considered hits (Fold-enrichment >7 and FDR < 0.01). (**d**) Cumulative bar plot of fold SST enrichment. Each bar represents three barcodes (colored differently) associated with one GRE. GREs on the X-axis ranked by cumulative enrichment. (**e**) t-SNE plot of 32,335 nuclei from V1 cortex of two animals, showing expression of GRE12, GRE19, GRE22, GRE44, and GRE80. Plot is pseudocolored based on the mean GRE expression in each cell type. (**f**) Scatter plot of GRE-driven transcripts plotted as Log10 transcript count by fold SST-specificity. Colored dots represent all GREs that were considered statistically enriched in SST+ cells (FDR corrected q < 0.05).

**Figure 2—figure supplement 6.**
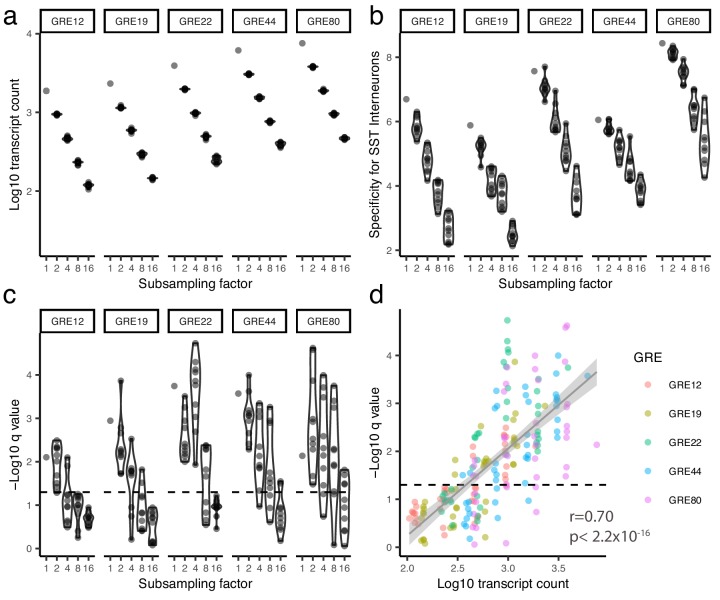
Analysis of computationally subsampled data. Data from each of the five most cell-type-specific GRE hits was computationally subsampled to decrease the number of viral transcripts by 2, 4, 8, or 16 fold (x-axis) (Materials and methods). Each simulation was run ten times. The number of viral transcripts following subsampling (**a**), the fold specificity for SST cells (**b**), and the FDR-corrected q value of the enrichment in SST cells (**c**) is plotted on the y-axis for each GRE as a function of the subsampling factor. Panel (**d**) shows the scatter plot of the statistical enrichment as a function of the number of viral transcripts across all of the subsampling simulation. Dashed line indicates q=0.05. Gray line indicates linear fit with 95% confidence intervals (shaded, Pearson correlation, r = 0.70, p<2.2*10^−16^).

### PESCA screen identifies GREs highly enriched for SST^+^ interneurons

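The PESCA screen is represented by one sample of snRNA-Seq, in 10 libraries that the labels number as 2 sets of 5. No label names an animal, so the sets are called library sets. Since the libraries belong to one sample, nuclei are not replicates and no test between groups of nuclei was made. The authors deposited the count of UMIs for each gene and each viral barcode in each nucleus, without normalization, from alignment to GRCm38 with the viral barcodes added. The viral counts include the libraries enriched by PCR for viral transcripts, and no count without that enrichment was used here. The files held 47348 nuclear barcodes. Between 3904 and 5421 of these came from each library, and 32335 had more than 200 non-viral UMIs and were kept. The total of non-viral UMIs over the kept nuclei ranged from 2496224 to 3041931 per library. Sums of UMIs are given with exact Poisson intervals and shares with exact binomial intervals, at 95%. These cover counting error only and not the differences between animals. A viral transcript counts for a GRE when it carries any of the 3 barcodes of that GRE. The SST fold of a GRE is its mean UMIs in SST-like nuclei plus 0.01, divided by its mean in all other nuclei plus 0.01, as in the paper's methods.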

To quantify the expression of each rAAV-GRE vector across the full complement of cell types in the mouse visual cortex, we used a modified single-nucleus RNA-Seq (snRNA-Seq) protocol to first determine the cellular identity of each nucleus and then quantify the abundance of the GRE-paired barcodes in the transcriptome of nuclei assigned to each cell type. Two adjacent injections (800 nL each) of the pooled AAV library (1 × 10^13^ viral genomes/mL) were first administered to the primary visual cortex (V1) of two 6-week-old C57BL/6 mice. Twelve days following injection, the injected cortical regions were dissected and processed to generate a suspension of nuclei for snRNA-Seq using the inDrops platform (Klein et al., 2015; Zilionis et al., 2017) (Materials and methods). A total of 32,335 nuclei were subsequently analyzed across the two animals, recovering an average of 866 unique non-viral transcripts per nucleus, representing 610 unique genes (Figure 2—figure supplement 2a,b).

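The 32335 nuclei had a mean of 881 non-viral UMIs and a median of 712, from a mean of 611 genes. Library means ranged from 774 to 1016 UMIs (SD 93.7 over 10 libraries) and from 543 to 696 genes. The number of nuclei per library ranged from 2457 to 3629. With every barcode of the files kept, 47348 barcodes had a mean of 639.8 UMIs, and nuclei with more than 500 UMIs had a mean of 1207.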

Since droplet-based high-throughput snRNA-Seq samples the nuclear transcriptome with low sensitivity (Klein et al., 2015), viral-derived transcripts were initially detected in only 3.9% of sampled nuclei. We therefore designed a modified PCR-based approach to enrich for barcode-containing viral transcripts, which yielded deep coverage of AAV-derived transcripts with simultaneous shallow coverage of the non-viral transcriptome. PCR enrichment increased the viral transcript recovery 382-fold in the sampled nuclei, to an average of 15.6 unique viral transcripts, 6.0 unique GRE-barcodes, and 5.7 unique GREs per cell (Figure 2b, Figure 2—figure supplement 2c). 

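The nuclei held a mean of 15.6 viral UMIs, on 6.02 barcodes and 5.72 GREs. The median was 4 viral UMIs, and the top 1% of nuclei, 327 nuclei with at least 162 viral UMIs, held 18.2% of all of them. Over the 10 libraries the SD of the mean was 3.16, and all libraries but library 2-5 lay between 13.8 and 19.0. Library 2-5 had a mean of 7.34. Keeping only nuclei with more than 500 UMIs raised the mean to 20.6, and leaving out the top 1% of nuclei lowered it to 12.9. Barcodes with 200 or fewer non-viral UMIs, left out here, held a mean of 8.43 viral UMIs.

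**Figure D2:**
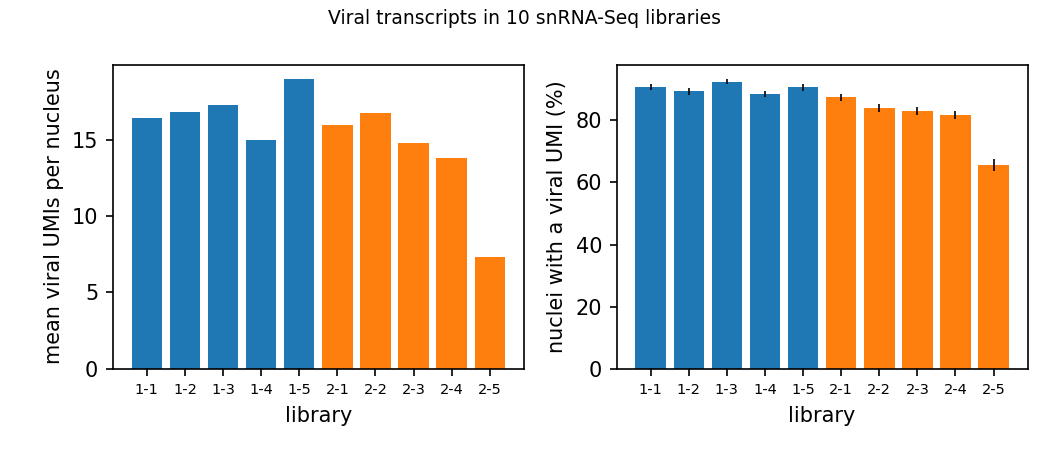
Mean viral UMIs per nucleus (left) and percent of nuclei with a viral UMI (right, with exact 95% binomial intervals) in 10 libraries. Blue bars are library set 1 and orange bars library set 2; library 2-5 has the lowest bar in both panels, at 7.34 UMIs and 65.7% of nuclei.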

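A viral UMI was found in 86.1% of the 32335 nuclei (95% interval 85.7 to 86.4%). Library set 1 had 90.4% and library set 2 80.9%. The share was 94.1% in SST-like nuclei (median depth 774 UMIs), 86.6% in excitatory-like nuclei (807 UMIs) and 76.3% in vascular-like nuclei (1100 UMIs). Thinned to 300 UMIs per nucleus, the shares were 88.9%, 72.4% and 45.1%. For this, each viral UMI was kept with a probability of 300 over the non-viral UMIs of its nucleus. Nuclei under 300 non-viral UMIs were left out. Barcodes with 200 or fewer non-viral UMIs (median 129 UMIs) had a viral UMI in 79.4% of cases, so a share of nuclei with a viral UMI includes any free viral RNA in droplets. Viral UMIs per 1000 non-viral UMIs were 17.7 in the kept nuclei and 69.5 in those barcodes. Viral UMIs thus did not rise in proportion to depth, as the thinning assumes, so thinned shares may be too low in deep nuclei.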

Using this modified protocol, viral transcripts were identified across 86% of cells (Figure 2—figure supplement 2d), with a high correlation (r = 0.9, p<2.2 × 10^−16^) observed between the abundance of each barcoded AAV in the library and the number of cells infected by that AAV (Figure 2—figure supplement 2f), suggesting that GRE sequences did not alter viral tropism and that GRE-driven vectors had broadly similar levels of expression. Only 0.3 ±0.06% (mean, stdev) of viral reads did not correspond to any of the known barcodes or could not be uniquely assigned to a barcode (within two mismatches), suggesting that this amplification strategy did not grossly change the composition of the viral library.

Nuclei were classified into ten cell types using graph-based clustering and expression of known marker genes (Materials and methods, Figure 2c,d, Figure 2—figure supplement 3). 

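Clustering at a resolution of 1.5 gave 29 clusters, which were named after fixed lists of marker genes. A cluster took the name of the list with the largest share of genes above 1.5 times their mean over the clusters, if these were at least 3. It stayed without a name when it also held markers of another class, when mitochondrial or haemoglobin genes led it, or, apart from excitatory-like clusters, when no marker was among its leading genes. This rule was set after the clusters were seen and replaced an earlier one. All 10 cell types were named, and each name ends in -like because it rests on these lists alone. SST-like nuclei numbered 893 (2.76%, 95% interval 2.59 to 2.95%), PV-like 1200 (3.71%), VIP-like 534 (1.65%) and NPY-like 383 (1.18%). Excitatory-like nuclei made up 61.8%, astrocyte-like 4.66%, oligodendrocyte-like 3.81%, vascular-like 1.80%, microglia-like 1.77% and OPC-like 1.35%. The microglia-like cluster was led by H2-Eb1, H2-Aa, Lyz2 and Cd74, genes of an immune response. Clusters without a name held 5019 nuclei (15.5%), which were 18.5% of library set 1 and 11.9% of library set 2. Sst was found at 153 UMIs per 10000 in SST-like nuclei and at 0.393 in excitatory-like nuclei, with a UMI in 92.6% and 2.60% of nuclei at the median depths of 774 and 807 UMIs. Slc17a7 was at 4.77 per 10000 UMIs in excitatory-like and 0.690 in SST-like nuclei. Doublets could not be judged, since Scrublet marked 11 of 32335 nuclei (0.0340%) and so has not worked on these data. Leiden clustering moved the share of SST-like nuclei most, to 4.49%, with 1451 nuclei that include 852 of the 893.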

The average expression of each viral-derived barcoded transcript was analyzed across all ten cell types, and an enrichment score was calculated from the ratio of expression in *Sst^+^* nuclei compared to all *Sst ^-^* nuclei. 

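The SST fold was computed for each of the 3 barcodes of a GRE alone, and the log2 folds were correlated across 287 GREs. Pearson's r was 0.450 for barcodes 1 and 2, 0.497 for barcodes 1 and 3, and 0.536 for barcodes 2 and 3. The mean of these was 0.494 ± 0.0429 (SD, n = 3 pairs). In 10000 random shuffles of the barcodes the mean r was −0.000565 with an SD of 0.0342. The highest shuffle reached 0.132, and 0 of 10000 reached the observed mean. These are correlations across GREs, which are not independent replicates. With a pseudocount of 0.001, the setting that moved it most, the mean r was 0.237. Over the 138 GREs whose barcodes each had at least 100 UMIs it was 0.362.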

As expected, sets of three barcodes associated with the same GRE showed highly statistically correlated enrichment scores (r = 0.52 ± 0.05, p<2.2 × 10^−16^) (Figure 2e,f, Figure 2—figure supplement 4), which were significantly lower when barcodes were randomly shuffled (shuffled r = 0.002 ± 0.06; Wilcox test between data and shuffled data, p=0.003).

Having confirmed a robust, non-random correlation in enrichment scores among the three barcodes associated with each GRE, we next computed a single expression value for each of the 287 viral drivers by aggregating expression data from three barcodes associated with the same GRE, and carried out differential gene expression analysis between *Sst^+^* and *Sst^-^* cells for each rAAV-GRE. Differential gene expression analysis between *Sst^+^* and *Sst ^-^* cells for each rAAV-GRE revealed a marked overall enrichment of viral-derived transcripts in the *Sst^+^* subpopulation (Figure 2—figure supplement 5a). 

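SST-like nuclei held a mean of 43.1 viral UMIs (median 14) and all other nuclei 14.8, a ratio of 2.92. The ratio ranged from 1.71 to 4.35 over the 10 libraries (SD 0.803), so it was above 1 in each of them. It was 2.51 in library set 1 and 3.53 in library set 2. PV-like nuclei held a mean of 28.5 viral UMIs, NPY-like 16.0, VIP-like 14.5 and excitatory-like 14.2. Nuclei of unnamed clusters held a mean of 21.0. Among these, a cluster of 815 nuclei had 47.1 and a cluster of 1007 nuclei 43.3, so SST-like nuclei were not alone at this level. The ratio was 3.04 against excitatory-like nuclei and 1.90 against the 2117 inhibitory nuclei of other classes, the comparison that moved it most. Without the top 1% of nuclei by viral UMIs it was 2.15, though this cut is made on the measure itself. Thinned to 300 UMIs per nucleus, SST-like nuclei held 12.9 viral UMIs and excitatory-like nuclei 4.61.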

As expected, a high correlation was observed between GRE-specific enrichment scores across two animals (r = 0.54, p<2.2 × 10^−16^) (Figure 2—figure supplement 5b). 

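Between library sets 1 and 2, the log2 SST folds of 287 GREs had a Pearson's r of 0.530, with an interval from 0.430 to 0.627 over resampled GREs. The 125 other ways to part the 10 libraries into 5 and 5 gave an r between 0.406 and 0.570, with a median of 0.479, and 121 of them had a lower r than the library sets. With a pseudocount of 0.001, the r was 0.248, and with 0.1 it was 0.761. For the GREs with at least 300 UMIs, 186 of 287, it was 0.414.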

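The SST fold of 287 GREs had a median of 1.95, with quartiles of 1.27 and 2.60, and was above 1 for 265 of them. It was above 7 for 3 GREs. GRE80 had a fold of 8.63 (95% interval 8.20 to 9.07), GRE22 7.98 (7.43 to 8.55) and GRE163 7.33 (6.24 to 8.56). GRE12 had 6.99 (6.30 to 7.74), GRE44 6.82 (6.41 to 7.24), GRE83 6.82 (6.12 to 7.58) and GRE19 6.05 (5.47 to 6.67). Of the 5 GREs that the paper names as hits, GRE80 ranked 1, GRE22 ranked 2, GRE12 ranked 4, GRE44 ranked 5 and GRE19 ranked 7. The SST-like UMIs behind these folds were 355 for GRE12, 379 for GRE19, 776 for GRE22, 1040 for GRE44, 1543 for GRE80 and 141 for GRE163. A single nucleus held 29.8% of those of GRE163, 16.9% of those of GRE19 and 4.60% of those of GRE80. The fold of GRE163 was 3.43 in library set 1 and 11.9 in library set 2. The number of GREs above 7 ranged from 0 to 14 over the settings, with 14 when no pseudocount was added. It was 6 without library 1-1 or library 1-5, and 5 without library 2-2. None was above 7 without the top 1% of nuclei by viral UMIs, where GRE12 had 3.00 and GRE22 5.79. That cut is made on viral UMIs themselves, of which SST-like nuclei held a mean of 43.1 and other nuclei 14.8. It can therefore lower the fold by construction, and does not tell whether outlying nuclei make the enrichment. The paper takes a fold above 7 together with a q value as its measure of a specific driver. The q value was not computed here, because nuclei of one sample are not replicates.

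**Figure D3:**
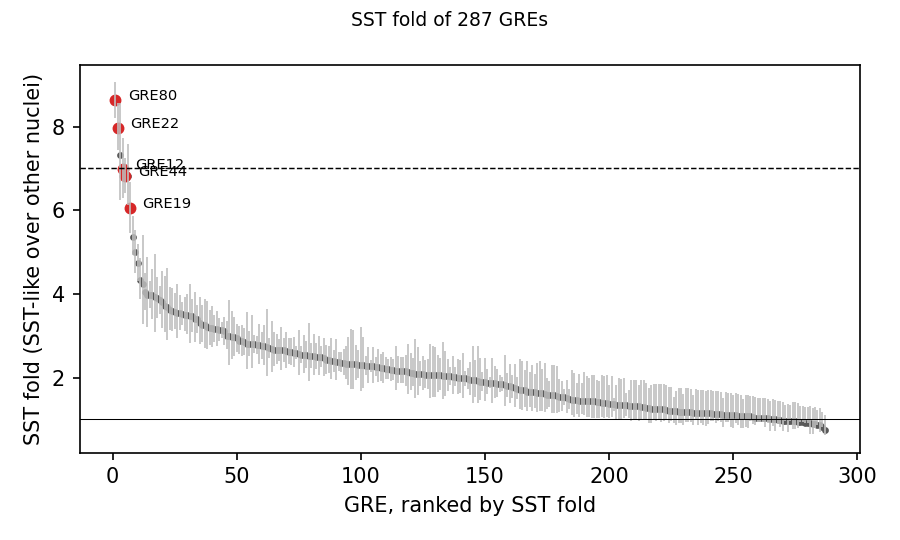
SST fold (y axis) of 287 GREs ranked by fold (x axis). Points are folds, grey bars are 95% counting intervals, red points are the 5 named GREs, and the dashed and solid lines are folds of 7 and 1; 3 GREs lie above the dashed line.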

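The named GREs lie on GRCm38, in which chromosome positions are counted from 1. GRE12 is an intergenic region on chromosome 15 from 52005640 to 52005939, 14042 bp from the start of Rad21. GRE19 is intergenic on chromosome 2 from 45924259 to 45924558, 807013 bp from the start of Zeb2. GRE22 lies on chromosome 2 from 69084462 to 69084761 in an intron of Cers6. The nearest start of a protein-coding gene, that of Nostrin, is 51189 bp away. GRE44 is intergenic on chromosome 3 from 150792256 to 150792555, 645482 bp from the start of Adgrl4. GRE80 is on chromosome 4 from 94392091 to 94392390. It overlaps the non-coding gene Gm12648 and is 164306 bp from the start of Gm10306. GRE163 is intergenic on chromosome 12 from 65490943 to 65491543, 265726 bp from the start of Wdr20rt. Each spans 300 bp apart from GRE163, which spans 601 bp. In the ATAC-Seq samples of SST interneurons, replicates 1 and 2 had 0 and 14 reads at GRE12, 2 and 9 at GRE19, 1 and 10 at GRE22, 0 and 20 at GRE44, 1 and 15 at GRE80, and 20 and 54 at GRE163. Only GRE163 had enough reads for edgeR's filter, with a log2 change of 3.63 (standard error 0.52, adjusted p = 0.000305).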

Among the 287 GREs tested, several viral drivers were identified that promoted highly specific reporter expression in the *Sst^+^* subpopulation (q < 0.01, fold-change >7, Figure 2h–j, Figure 2—figure supplement 5c–e). To assess how the abundance of each GRE in the library impacts our ability to detect cell-type-specific expression, we analyzed the specificity of each GRE as a function of the number of transcripts retrieved. 

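The SST fold rose with the number of UMIs of a GRE across 287 GREs, with a Spearman's rho of 0.694 (95% interval 0.635 to 0.743). GREs are not independent replicates, and no p is given. In 4 groups of 71 or 72 GREs, with 12 to 124 UMIs, 130 to 764, 850 to 2577 and 2594 to 15649, the median fold was 1.18, 1.46, 2.38 and 2.54. The median SST-like UMIs in these groups were 3, 22, 106 and 304. Without a pseudocount the rho was 0.114 and the median folds were 2.49, 2.15, 2.61 and 2.64. In the group with the fewest UMIs, 64 of 72 GREs had a UMI in an SST-like nucleus.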

We observed that highly abundant GRE-driven transcripts were more likely to be significantly enriched in SST^+^ cells, suggesting that we may not have had sufficient power to assess the cell-type-specificity of the less abundant GREs in the library (Figure 2—figure supplement 5f). 

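The UMIs of GRE12, GRE19, GRE22, GRE44 and GRE80 were thinned at random, with 10 repeats at each probability. The mean fold of the 5 GREs was 7.29 with all UMIs. It was 6.77 at a probability of 0.5, 5.97 at 0.25, 4.88 at 0.125 and 3.79 ± 0.189 (SD, n = 10 repeats) at 0.0625. At that last probability, GRE12 had a mean of 20.8 SST-like UMIs and a fold of 2.57, and GRE80 had 98.3 UMIs and a fold of 5.43. With the pseudocount scaled by the probability, the mean fold at 0.0625 was 7.41 ± 0.452. With no pseudocount it was 8.13, beside 7.99 with all UMIs.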

Consistent with this observation, computationally subsampling the number of viral transcripts across our most cell-type-specific GREs gradually reduced our ability to statistically detect their enrichment in *Sst^+^* cells (Figure 2—figure supplement 6). These observations suggest that the expression of sparsely detected GRE-driven transcripts may not be sufficient to allow evaluation of cell-type-specificity and that by increasing sequencing depth we may be able to screen and evaluate a larger number of GREs.

### In situ characterization of rAAV-GRE reporter expression

We next sought to validate the cell-type-specificity of the resulting hits using methods that do not rely on single-cell sequencing-based approaches. To this end, we selected three of the top five viral drivers (GRE12, GRE22, GRE44), as well as a control viral construct lacking the GRE element (ΔGRE), for injection into V1 of adult transgenic Sst-Cre; Ai14 mice, in which SST^+^ cells express the red fluorescent marker tdTomato (Supplementary file 3). Fluorescence analysis twelve days following injection with rAAV-[GRE12, GRE22 or GRE44]-GFP revealed strong yet sparse GFP labeling centered around cortical layers IV and V (Figure 3a–c). By contrast, the control rAAV-ΔGRE-GFP showed a strikingly different pattern of GFP expression concentrated around the sites of injection, with expression in a larger number of cells (Figure 3d). Many rAAV-GRE12/22/44-GFP virally infected cells were SST-positive, as indicated by the high degree of overlapping GFP and tdTomato expression: 90.7 ± 2.1% for rAAV-GRE12-GFP (170 cells, four animals); 72.9 ± 4.2% for rAAV-GRE22-GFP (1164 cells, three animals), and 95.8 ± 0.6% for rAAV-GRE44-GFP (759 cells, four animals). (Figure 3e,f, Figure 3—figure supplement 1). By contrast, we observed that 27.2 ± 1.9% of GFP^+^ cells also expressed tdTomato following rAAV-ΔGRE-GFP infection (2066 cells, three animals, Figure 3e,f). Although the 27.2% overlap between rAAV-ΔGRE-GFP expression and SST^+^ cells suggests that our vector has some baseline preference for SST^+^ interneurons, the insertion of GRE12, GRE22 and GRE44 serves to effectively restrict AAV payload expression to SST^+^ interneurons. To show that our viral backbone could drive expression in non-SST cell types with the appropriate enhancer, we cloned the mDlx5/6 enhancer whose expression was restricted to a broader population of inhibitory neurons (Dimidschstein et al., 2016). We injected the rAAV2/9-mDlx5/6-GFP vector into Sst-Cre; Ai14 mice and observed that 57.1% of GFP^+^ cells were not positive for tdTomato (1977 cells, three animals, Figure 3—figure supplement 2).

It is notable that the GREs seemingly not only promote expression in SST^+^ cells but also greatly reduce background expression in SST^-^ cells, indicating both enhancer and repressor functionality. Consistent with this hypothesis, the incorporation of GRE12, GRE22 and GRE44 into the rAAV both increased the number of SST^+^ GFP^+^ cells (1.7–2-fold) and dramatically (3–32-fold) decreased the number of SST^-^ cells that expressed GFP (Figure 3g, Figure 3—figure supplement 3). To further investigate the specificity of our viral drivers among cortical interneuron cell types we injected each construct into Vip-Cre; Ai14^+^ mice in which all VIP^+^ cells express tdTomato, and used fluorescence antibody staining to label PV-expressing cells (Figure 3—figure supplement 4). Fluorescent signal analysis indicated the percentage of GFP^+^ cells that were either VIP^+^ or PV^+^ (rAAV-SST12-GFP^+^ [2.6 ± 2.6%], rAAV-GRE22-GFP^+^ [3.5 ± 2.0%] and rAAV-GRE44-GFP^+^ [6.0 ± 2.7%], Figure 3h). These findings confirm that among major interneuron cell classes, all three GRE-driven vectors are highly SST-specific.

**Figure 3.**
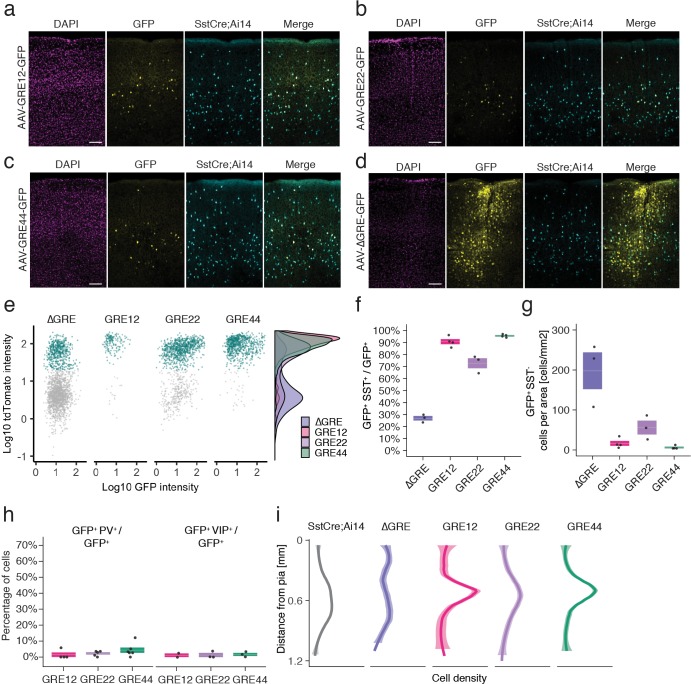
In situ characterization of rAAV-GRE reporter expression. (**a–d**) Fluorescent images from adult Sst-Cre; Ai14 mouse visual cortex twelve days following injection with rAAV-GRE-GFP as indicated. Scale bars 100 µm. (**e**) Identification of rAAV-GRE-GFP^+^ cells that express tdTomato (SST^+^). Each dot represents a GFP^+^ cell (n = 2066, 172, 1164, and 765, for AAV-[ΔGRE, GRE12, GRE22, GRE44]-GFP, respectively). Cyan indicates tdTomato^+^ (SST^+^) cells. Distribution of cell frequency across tdTomato intensity is plotted on the right for each construct. (**f**) Quantification of the fraction of GFP^+^ cells that are SST^+^. Each dot represents one animal. Box plot represents mean ± standard error of the mean (s.e.m). Values are 27.2 ± 1.9%, 90.7 ± 2.1, 72.9 ± 4.2%, and 95.8 ± 0.6% for AAV-[ΔGRE, GRE12, GRE22, GRE44]-GFP, respectively. (**g**) Quantification of the number of GFP^+^ SST^-^ cells normalized for area of infection. Each dot represents one animal. Box plot represents mean ± standard error of the mean (s.e.m). Values are 198.0 ± 46.0, 16.4 ± 6.2, 56.0 ± 17.3 and 6.1 ± 2.1 cells/mm^2^ for AAV-[ΔGRE, GRE12, GRE22, GRE44]-GFP, respectively. (**h**) Quantification of the fraction of GFP^+^ cells that are PV^+^ or VIP^+^. Box plot represents mean ± standard error of the mean (s.e.m). Fraction of AAV-GRE-GFP^+^ cells that are PV^+^ is 1.4 ± 1.4%, 2.2 ± 0.7, and 4.3 ± 1.7% for AAV-[GRE12, GRE22, GRE44]-GFP, respectively. Similarly, the fraction of AAV-GRE-GFP^+^ cells that are VIP^+^ is 1.2 ± 1.2%, 1.3 ± 1.3%, and 1.7 ± 1.0% for AAV-[GRE12, GRE22, GRE44]-GFP^+^ cells, respectively. (**i**) Distribution of the location of GFP-expressing cells as function of distance from the pia. Gray represents SST^+^ cells (n = 2648); Colored lines represents GFP^+^ SST^+^ cells (n = 2066, 172, 1164, and 765, respectively, for AAV-[ΔGRE, GRE12, GRE22, GRE44]-GFP). Shading represents the 95% confidence interval.

**Figure 3—figure supplement 1.**
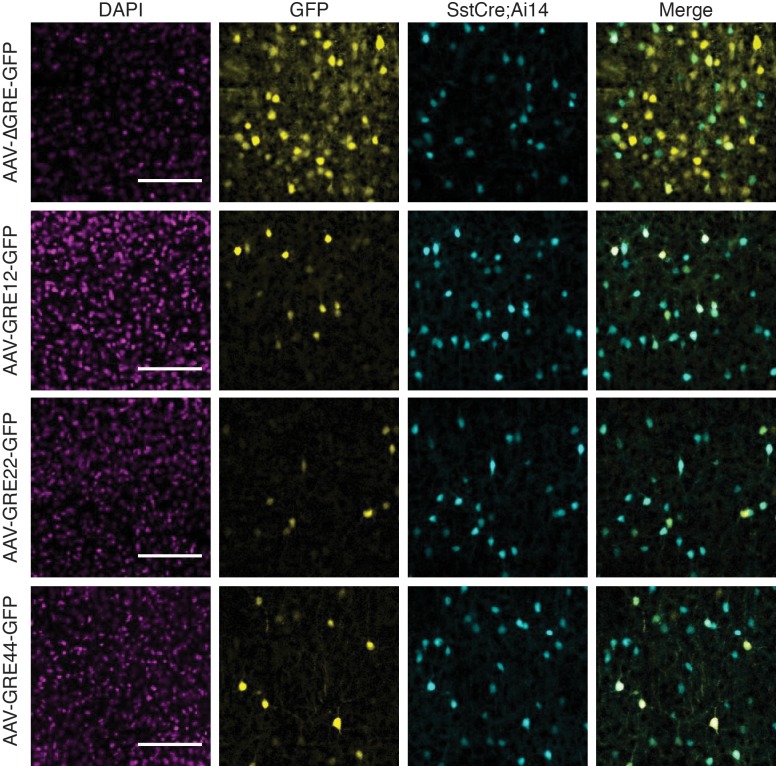
Fluorescent images from adult Sst-Cre; Ai14 mouse visual cortex twelve days following injection with rAAV-GRE-GFP as indicated.

**Figure 3—figure supplement 2.**
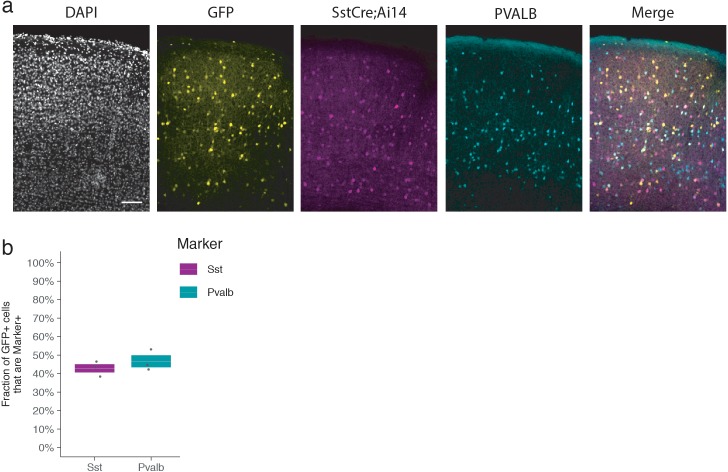
Analysis of mDlx5/6-GFP^+^ cells. (**a**) Fluorescent images from adult Sst-Cre; Ai14 mouse visual cortex immunostained for PVALB twelve days following injection with rAAV-mDlx5/6-GFP as indicated. Scale bar 100 µm. (**b**) Quantification of the fraction of GFP^+^ cells that are SST^+^ and PVALB^+^. Each dot represents one animal. Box plot represents mean ± standard error of the mean (s.e.m). Values are 42.9 ± 3.9%, and 46.7 ± 5.6% for SST^+^ and PVALB^+^ respectively.

**Figure 3—figure supplement 3.**
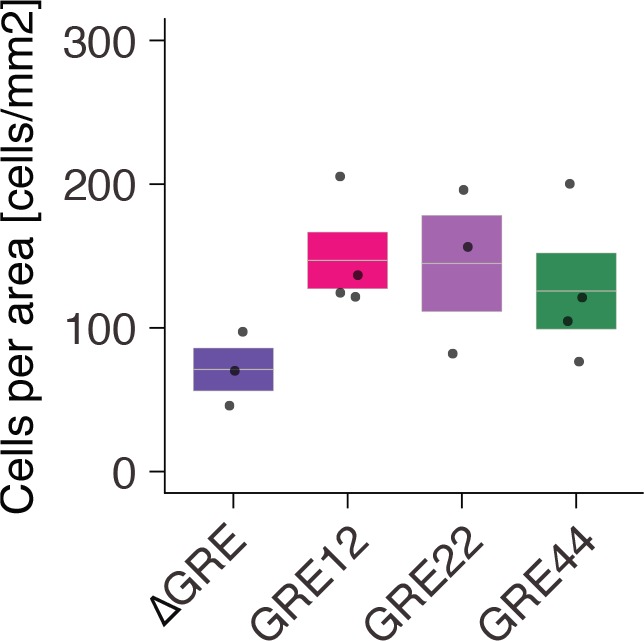
Quantification of the number of GFP^+^ SST^+^ cells normalized for area of infection. Each dot represents one animal. Box plot represents mean ± standard error of the mean (s.e.m). Values are 73.0 ± 17.2, 146.9 ± 19.7, 144.8 ± 38.6 and 125.6 ± 26.4 cells/mm^2^ for AAV-[ΔGRE, GRE12, GRE22, GRE44]-GFP, respectively.

**Figure 3—figure supplement 4.**
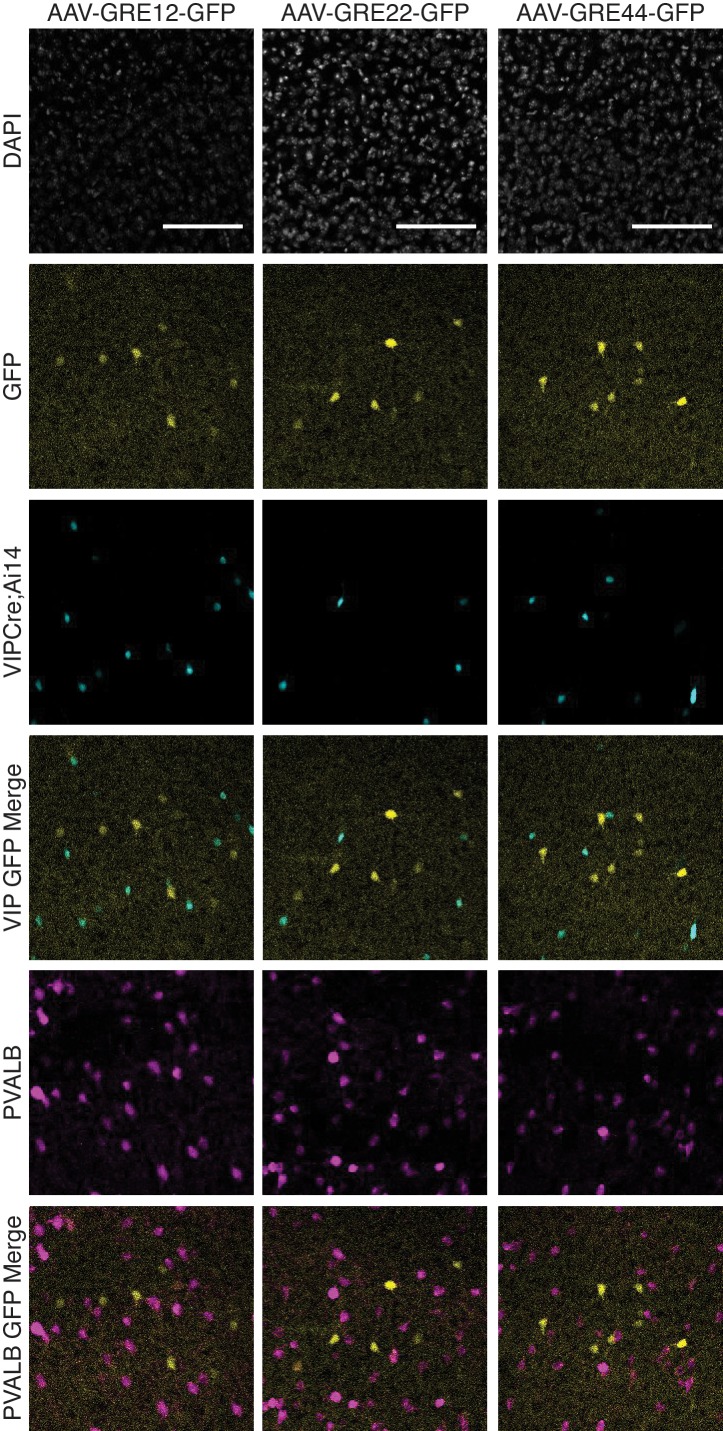
Fluorescent images from adult Vip-Cre; Ai14 mouse visual cortex immunostained for PVALB twelve days following injection with rAAV-GRE-GFP as indicated.

**Figure 3—figure supplement 5.**
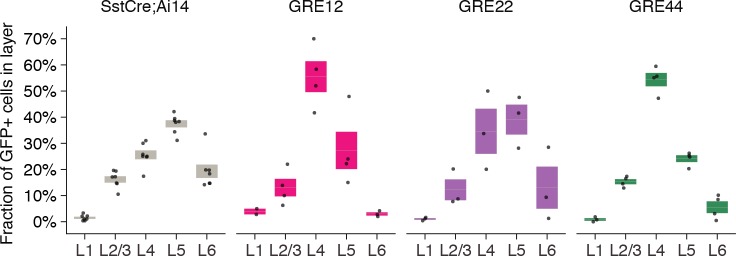
Quantification of the fraction of GFP^+^ cells that are present it each cortical layer. Each dot represents one animal. Box plot represents mean ± standard error of the mean (s.e.m). Gray represents all SST^+^ cells, colored plots represent GFP^+^ SST^+^ cells respectively, for AAV-[GRE12, GRE22, GRE44]-GFP).

Because at least five subtypes of cortical SST^+^ interneurons have previously been identified based on the laminar distribution of their cell bodies and projections (Muñoz et al., 2017; Urban-Ciecko and Barth, 2016), we investigated the laminar distribution of GFP-expressing cells for the three SST-enriched viral drivers. Intriguingly, the majority of rAAV-GRE12-GFP^+^ and rAAV-GRE44-GFP^+^ SST^+^ cells were found to reside in layers IV and V, which was distinct from the distribution observed for the full SST^+^ cell population in visual cortex (p=1.3 × 10^−6^, p<2.2 × 10^−16^, respectively, Mann-Whitney *U* test, two-tailed, Figure 3i, Figure 3—figure supplement 5). By contrast, rAAV-ΔGRE-GFP was expressed in SST^+^ cells as well as other neuronal subtypes across all layers, suggesting that increased labeling of rAAV-GRE12-GFP and rAAV-GRE44-GFP in layer IV and V was likely due to restricted gene expression and not restricted viral tropism.

### Electrophysiological characterization of rAAV-GRE-GFP-expressing SST subtypes

In addition to variability in laminar distribution, different electrophysiological phenotypes have also been observed in cortical SST interneurons (Ma et al., 2006; Tremblay et al., 2016). To determine whether AAV-GRE reporters can be used to distinguish electrophysiologically distinct SST subtypes, we injected our most cell-type-restricted construct, rAAV-GRE44-GFP, into the visual cortex of adult Sst-Cre; Ai14 mice and obtained whole-cell current-clamp recordings from double GFP- and tdTomato-positive neurons (rAAV-GRE44-GFP^+^), as well as immediately nearby tdTomato-positive but GFP-negative cells (rAAV-GRE44-GFP^-^).

Our recordings indicate that both rAAV-GRE44-GFP^+^ and rAAV-GRE44-GFP^-^ SST^+^ neurons display the properties of adapting SST interneurons with high input resistances and features consistent with those previously reported for deep layer cortical SST neurons (Ma et al., 2006; Xu et al., 2013) (Figure 4a,b). However, rAAV-GRE44-GFP^+^ SST neurons are distinct with respect to several electrophysiological parameters. The action potentials of rAAV-GRE44-GFP^+^ SST neurons are significantly broader than those of rAAV-GRE44-GFP^-^ SST neurons (Figure 4c,d), perhaps due to differences in expression of specific channels in these subgroups of SST neurons, such as voltage-activated potassium channels, and BK calcium-activated potassium channels (Bean, 2007; Kimm et al., 2015). Furthermore, rAAV-GRE44-GFP^+^ SST neurons have a lower rheobase, and fire action potentials with a slower rising phase, and at lower maximal frequencies compared to rAAV-GRE44-GFP^-^ SST neurons (Figure 4a,d, Supplementary file 4). Although we cannot confirm that GRE44 expression is restricted to a specific transcriptionally defined subtype of SST interneurons, our electrophysiology experiments further emphasize the potential of PESCA to target functionally distinct subgroups of previously defined interneuron types.

**Figure 4.**
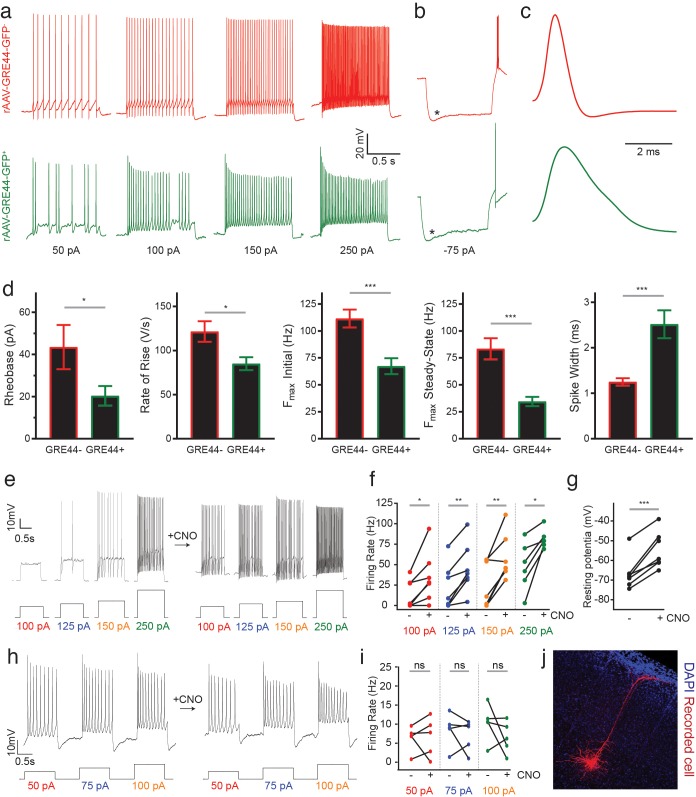
Electrophysiology of neurons expressing an rAAV-GRE-driven reporter and modulation of neuronal activity with rAAV-GREs. (**a**) Representative current-clamp recordings from SST neurons in the visual cortex of Sst-Cre; Ai14 mice injected with rAAV-GRE44-GFP. *Top*: Representative traces from a cortical SST neuron with Cre-dependent expression of tdTomato, in response to 1000 ms depolarizing current injections as indicated in black (‘GRE44-”). *Bottom*: Traces from a tdTomato^+^ SST neuron with GRE44-driven expression of GFP (‘GRE44^+^”). GRE44- SST neurons were only recorded in the immediate vicinity of GRE44^+^ SST neurons. (**b**) Recordings from GRE44^+^ and GRE44^-^ neurons in response to hyperpolarizing, 1000 ms currents. Asterisks indicate the sag likely due to the hyperpolarization-activated current *I*_h_. Rebound action potentials following recovery from hyperpolarization, likely due to low-threshold calcium spikes mediated by T-type calcium channels, were also present in cells of both groups. Same scale as (**a**). (**c**) Broader action potentials in GRE44^+^ SST neurons (bottom) compared to GRE44^-^ SST neurons (top). Same vertical scale as (**a**) and (**b**). (**d**) Electrophysiological properties that differ between GRE44^+^ (n = 16 cells from five mice) and GRE44^-^ (n = 16 cells from four mice) SST neurons, including rheobase (minimal amount of current necessary to elicit a spike), maximal rate of rise during the depolarizing phase of the action potential, the initial and steady state firing frequencies (both measured at the maximal current step before spike inactivation), and spike width (measured as the width at half-maximal spike amplitude). *p<0.05; ***p<0.001, unpaired t-test, two-tailed. (**e**) Representative current-clamp recordings from AAV-GRE12-Gq-tdTomato^+^ cells before and during CNO application. (**f**) Increased firing rates of AAV-GRE12-Gq-tdTomato^+^ cells evoked by depolarizing current injections upon bath application of CNO (three animals, 6–7 cells). *p<0.05; **p<0.01, paired t-test, two-tailed. (**g**) Robust depolarization of AAV-GRE12-Gq-tdTomato^+^ cells upon bath application of CNO (three animals, 6–7 cells). ***p<0.001, paired t-test, two-tailed. (**h**) Representative recordings from nearby uninfected pyramidal neurons in the visual cortex of mice that were injected with AAV-GRE-12-Gq-tdTomato^+^, before (top) and during CNO application (bottom). (**i**) Firing rates of pyramidal neurons during CNO application remain unchanged (three animals, 5 cells). ns, p>0.05, paired t-test, two-tailed. (**j**) Representative image of a nearby recorded uninfected pyramidal neuron that was filled with neurobiotin.

### Modulation of neuronal activity with rAAV-GREs

Finally, we evaluated whether the identified SST^+^ neuron-restricted viral drivers support sufficiently high and persistent levels of payload expression to effectively modulate SST^+^ cell physiology. Designer receptors exclusively activated by designer drugs (DREADDs) are a commonly employed viral payload used to dynamically regulate neuronal activity in response to the synthetic ligand clozapine-N-oxide (CNO) (Armbruster et al., 2007). We therefore injected the visual cortex of adult wild-type mice (6–8 week-old) with rAAV-GRE12-Gq-DREADD-tdTomato, a construct in which GRE12 drives the expression of an activating DREADD as well as tdTomato. GRE12 was chosen for this assay as it drives the weakest expression of the three evaluated GREs (Figure 2e) and thus, if it effectively drives DREADD expression, the other GREs might be expected to as well. 

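Among the viral transcripts of SST-like nuclei, GRE12 had a mean of 0.398 UMIs per nucleus (95% interval 0.357 to 0.441), GRE22 0.869 (0.809 to 0.932) and GRE44 1.16 (1.09 to 1.24). A UMI of GRE12 was found in 7.17% of SST-like nuclei at a median depth of 774 UMIs, in 2.92% of PV-like nuclei at 966 UMIs and in 1.20% of vascular-like nuclei at 1100 UMIs. Thinned to 300 UMIs, these shares were 4.13%, 1.47% and 0.601%. These levels were not divided by the abundance of each vector in the library, which was not used here.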

We obtained electrophysiological recordings from tdTomato^+^ cells of acute cortical slices in a whole-cell, current-clamp configuration two weeks post-injection. All tdTomato^+^ cells showed striking sensitivity to CNO, as indicated by significantly increased firing rates in response to depolarizing current steps and depolarized resting membrane potentials (Figure 4e–g). To ensure that increases in firing rate upon CNO application were specific to infected SST^+^ neurons, we obtained recordings from nearby uninfected pyramidal neurons that were identified by morphology and found that there was no statistically significant increase in firing rate upon CNO application (Figure 4h–j). These data demonstrate the ability of GRE-driven SST^+^ neuron-specific reagents to robustly and specifically modulate the activity of SST^+^ cells in non-transgenic animals.

## Discussion

The PESCA platform extends previous paralleled reporter assays (Hartl et al., 2017; Inoue et al., 2017; Melnikov et al., 2012; Murtha et al., 2014; Patwardhan et al., 2012; Shen et al., 2016) carried out using bulk tissue or sorted cells by including a single-cell RNA-seq-based readout (Cao et al., 2017; Hrvatin et al., 2018; Klein et al., 2015; Macosko et al., 2015; Rosenberg et al., 2018; Stroud et al., 2017; Tasic et al., 2018; Tasic et al., 2016; Zeisel et al., 2015) to evaluate the cell-type-specificity of gene expression. This represents a significant advancement over current approaches to viral vector design, as it enables the rapid in vivo screening of hundreds of GREs for enhanced cell-type-specificity without needing transgenic tools to evaluate their specificity. In this study, we applied PESCA to identify enhancer elements that robustly and specifically drive gene expression in a rare SST^+^ population of GABAergic interneurons in the mouse central nervous system, although further work is needed to identify which specific molecular subtypes of SST interneurons are targeted. Since the vectors used in this PESCA screen in the absence of GREs show broad expression in the murine V1, the GREs we identified likely function to both enhance and restrict viral expression by a mechanism that remains to be explored.

In the future, several factors should be considered to facilitate the further optimization of the PESCA methodology for the development of cell-type-specific vectors. The selection of candidate GREs for screening will benefit from the systematic profiling of additional cell types by traditional or single-cell ATAC-Seq methods. In this regard, consideration of a published ATAC-Seq dataset from excitatory neurons (Mo et al., 2015) could have served to refine our starting GRE set by excluding approximately half of the screened GREs from our initial pool. This is particularly relevant insofar as the ability to assess the GRE library depends on the number of cells sequenced from the target and non-target populations and the sequencing depth, as the coverage of each GRE will be inversely proportional to the number of GREs screened. In the screen described here, we estimate having sufficient power to assess approximately 2/3 of the 287 GREs at the reported sequencing depth (Figure 2—figure supplement 5).

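For each GRE, draws with Poisson counts compared a 7-fold enrichment with that of the whole library. The enrichment would have been told apart in at least 80% of the draws for 230 of the 287 GREs (80.1%), of which the least abundant had 82 UMIs. This counts the error of sampling UMIs alone. The spread between libraries and the few nuclei that hold many UMIs were left out, so it is an upper limit. In SST-like nuclei, 81 GREs had under 10 UMIs and 8 had none, and the median GRE had 50.0.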

If a robust method of specifically isolating RNA from the target cell population is available, screening the PESCA library by sequencing pooled RNA from all target versus all non-target cells would provide a less expensive and potentially more scalable approach. However, by averaging across multiple non-target cell types, such an approach could be confounded by the presence of rare, highly expressing non-target cells.

Finally, once candidate PESCA hits have been identified, we suggest evaluating several follow-up assays at multiple titers to identify which among these hits have the desired intensity and specificity of protein expression. In this regard, the snRNA-seq PESCA screen identified GRE12, GRE22 and GRE44 as 8.3-, 9.1- and 7.2-fold more highly expressed in SST^+^ compared to SST^-^ cells, respectively, whereas these GREs showed distinct specificity for SST^+^ cells (91%, 73% and 96% respectively, Figure 3f) when evaluated at the protein level, a finding which could be attributed to a variety of factors.

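Against excitatory-like nuclei the SST fold was 7.42 for GRE12, 7.94 for GRE22 and 6.81 for GRE44. Against inhibitory nuclei of other classes it was 5.90, 4.99 and 4.79. Among SST-like nuclei, 13.7% held a UMI of GRE22 and 17.6% a UMI of GRE44, against 2.74% and 2.23% of vascular-like nuclei, which had a median depth of 1100 UMIs, and 7.00% and 9.67% of PV-like nuclei, at 966 UMIs. Of the other nuclei together, 1.81% held a UMI of GRE12, 3.98% of GRE22 and 5.97% of GRE44. These are transcripts in nuclei, and the protein was not analysed here.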

Given current evidence that the mechanisms of gene regulatory element function are conserved across tissues and species, it is likely that PESCA can be readily applied to other neuronal or non-neuronal cell types, diverse model organisms, tissues, and viral types. Moreover, single-cell screening approaches are not limited to GRE screening; PESCA can be easily adapted to assess the cell-type-specificity of viral capsid variants or other mutable aspects of viral design. Indeed, the PESCA library cloning strategy is largely vector- and capsid-independent, allowing for the use of different promoters or serotypes. Our choice of capsid and promoter was driven by previous work using AAV9 and the minimal beta-globin promoter to drive expression in cortical interneurons (Dimidschstein et al., 2016). However, different capsids or promoter may be preferred for targeting other cell types.

In conclusion, our study addresses the urgent practical need for new tools to access, study, and manipulate specific cell types across complex tissues, organ systems, and animal models by providing a screening platform that can be used to rapidly supply such tools as needed. Moreover, as the promise of gene therapy to treat and cure a broad range of diseases is being realized, PESCA has the potential to pave the way for a new generation of targeted gene therapy vehicles for diseases with cell-type-specific etiologies, such as congenital blindness, deafness, cystic fibrosis, and spinal muscular atrophy.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Sst*		NCBI Gene ID: 20604	
Genetic reagent (*M. musculus*)	Sst-IRES-Cre	Jackson Laboratory Stock # 013044	IMSR Cat# JAX:013044, RRID:IMSR_JAX:013044	
Genetic reagent (*M. musculus*)	Vip-IRES-Cre	The Jackson Laboratory Stock # 010908	IMSR Cat# JAX:010908, RRID:IMSR_JAX:010908	
Genetic reagent (*M. musculus*)	Pv-Cre	The Jackson Laboratory Stock # 017320	IMSR Cat# JAX:017320, RRID:IMSR_JAX:017320	
Genetic reagent (*M. musculus*)	SUN1-2xsfGFP-6xMYC	The Jackson Laboratory Stock # 021039	IMSR Cat# JAX:021039, RRID:IMSR_JAX:021039	
Genetic reagent (*M. musculus*)	Ai14	The Jackson Laboratory Stock # 007914	IMSR Cat# JAX:007914, RRID:IMSR_JAX:007914	
Strain, strain background (*Escherichia coli*)	High Efficiency NEB 5-alpha	New England Biolabs	C2987H	Competent cells
Antibody	anti-GFP (Rabbit monoclonal)	Thermo Fisher	Cat# G10362; RRID:AB_2536526	0.012 ug/ul
Antibody	anti-Parvalbumin (Mouse monoclonal)	EMD Millipore	Cat# MAB1572; RRID:AB_2174013	IF(1:2000)
Recombinant DNA reagent	pAAV-mDlx-GFP-Fishell-1 (plasmid)	PMID: 27798629	Addgene # 83900; RRID:Addgene_83900	
Recombinant DNA reagent	pAAV-ΔGRE -GFP- (plasmid)	This paper		
Recombinant DNA reagent	pAAV-GRE12-GFP- (plasmid)	This paper		
Recombinant DNA reagent	pAAV-GRE22-GFP- (plasmid)	This paper		
Recombinant DNA reagent	pAAV-GRE44-GFP- (plasmid)	This paper		
Commercial assay or kit	Nextera DNA Library Prep Kit	Illumina	FC-121–1030	
Commercial assay or kit	In-Fusion HD cloning kit	Takara Bio	639645	
Commercial assay or kit	Agencourt AMPure XP	Beckman Coulter	# A63881	
Commercial assay or kit	Hot Start High-Fidelity Q5 polymerase	New England Biolabs	M0494L	

### Mice

Animal experiments were approved by the National Institute Health and Harvard Medical School Institutional Animal Care and Use Committee, following ethical guidelines described in the US National Institutes of Health Guide for the Care and Use of Laboratory Animals. For INTACT we crossed Sst-IRES-Cre (The Jackson Laboratory Stock # 013044), Vip-IRES-Cre (The Jackson Laboratory Stock # 010908) and Pv-Cre (The Jackson Laboratory Stock # 017320) with SUN1-2xsfGFP-6xMYC (The Jackson Laboratory Stock # 021039) and used adult (6–12 wk old) male and female F1 progeny. For PESCA screening we used adult (6–10 wk) C57BL/6J (The Jackson Laboratory, Stock # 000664) mice. For confirmation of hits we crossed Sst-IRES-Cre (The Jackson Laboratory Stock # 013044) and Vip-IRES-Cre (The Jackson Laboratory Stock # 031628) mice with Ai14 mice (The Jackson Laboratory Stock # 007914) and used adult (6–12 wk old) male and female F1 progeny. All mice were housed under a standard 12 hr light/dark cycle.

### INTACT purification and in vitro transposition

INTACT employs a transgenic mouse that expresses a cell-type-specific Cre and a Cre-dependent SUN1-2xsfGFP-6xMYC (SUN1-GFP) fusion protein. Nuclear purifications were performed from whole cortex of adult mice as previously described using anti-GFP antibodies (Fisher G10362) (Mo et al., 2015; Stroud et al., 2017). Isolated nuclei were gently resuspended in cold L1 buffer (50 mM Hepes pH 7.5, 140 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.25% Triton X-100, 0.5% NP40, 10% Glycerol, protease inhibitors), and pelleted at 800 g for 5 min at 4°C. DNA libraries were prepared from the nuclei using the Nextera DNA Library Prep Kit (Illumina) according to manufacturer’s protocols. The final libraries were purified using the Qiagen MinElute kit (Cat# 28004) and sequenced on a Nextseq 500 benchtop DNA sequencer (Illumina). For each of the three inhibitory subtypes examined, we performed two independent ATAC-seq experiments, each on Sun1-positive nuclei isolated from a single animal. We did not count the nuclei prior to performing ATAC-seq, as yields were low enough that the process of counting would remove a large fraction of isolated nuclei and negatively impact the quality of the ATAC-seq experiment. However, during the process of establishing the Sun1 IP protocol, we consistently counted 20–30 k nuclei per animal.

### ATAC-seq mapping

All ATAC-seq libraries were sequenced on the Nextseq 500 benchtop DNA sequencer (Illumina). Seventy-five base pair (bp) single-end reads were obtained for all datasets. ATAC-seq experiments were sequenced to a minimum depth of 20 million (M) reads. Reads for all samples were aligned to the mouse genome (GRCm38/mm10, December 2011) using default parameters for the Subread (subread-1.4.6-p3) (Liao et al., 2013) alignment tool after quality trimming with Trimmomatic v0.33 (Bolger et al., 2014) with the following command: java -jar trimmomatic-0.33.jar SE -threads 1 -phred33 [FASTQ_FILE] ILLUMINACLIP:[ADAPTER_FILE]:2:30:10 LEADING:5 TRAILING:5 SLIDINGWINDOW:4:20 MINLEN:45. Nextera adapters were trimmed out for ATAC-seq data. Duplicates were removed with samtools rmdup. To generate UCSC genome browser tracks for ATAC-seq visualization, BEDtools was used to convert output bam files to BED format with the bedtools bamtobed command. Published mm10 blacklisted regions (Schneider et al., 2017) were filtered out using the following command: bedops –not-element-of 1 [BLACKLIST_BED]. Filtered BED files were scaled to 20 M reads and converted to coverageBED format using the BEDtools genomecov command. bedGraphToBigWig (UCSC-tools) was used to generate bigWIG files for the UCSC genome browser.

### ATAC-seq peak calling and quantification

Two independent peak calling algorithms were employed to ensure robust, reproducible peak calls. First, tag directories were created using HOMER makeTagDirectory for each replicate, and peaks were called using default parameters for findPeaks with -style factor. MACS2 was also called using default parameters on each replicate. The summit files output by MACS2 were converted to bed format and each summit extended bidirectionally to achieve a total length of 300 bp. As the ATAC-seq peak calls would ultimately be used to identify a small subset of highly enriched regulatory elements for subsequent screening, we required that a peak be called independently by both approaches in a given replicate for its inclusion in the final peak list for that sample. This approach reduced the rate of false positive peak calls.

Beyond the ATAC-seq data generated for this manuscript (in SST, VIP, and PV populations), our laboratory has carried out several additional ATAC-seq experiments across cortical regions and cell types (DRD3, GPR26, NTSR1, SCNN1, CDH5, RBP4, RORB Cre driver x Sun1 crosses, manuscript in preparation). To produce a final list of reference coordinates containing 323,369 genomic regions that were accessible in at least one sample, the MACS2/HOMER-intersected peak bed files for each experimental replicate were unioned using the bedops --everything command. Bedtools merge was then used to combine any peaks that overlapped in this unioned bed file; in this way, any region that was significantly called a peak in at least one ATAC-seq dataset was incorporated in the final aggregated peak list of 323,369 neuronal ATAC-seq peaks. The featurecounts package was then used to obtain ATAC-seq read counts for each of these accessible putative GREs, for downstream enrichment analyses.

### Identification of conserved GREs

To identify GREs whose sequence is highly conserved across mammals, we first needed to identify an appropriate conservation score to use as a threshold for high conservation. We reasoned that by analyzing the conservation of DNA sequences of the same length, but an arbitrary distance of 100,000 bases away from each identified GRE, we would generate a set of DNA sequences whose conservation can be used to determine this threshold.

To this end, conservation scores for the 323,369 putative GREs and corresponding GRE-distal sequences were calculated using the bigWigAverageOverBed command to determine the average PhyloP score of each sequence based on mm10.60way.phyloP60wayPlacental.bw PhyloP scores (http://hgdownload.cse.ucsc.edu/goldenpath/mm10/phyloP60way/) (Pollard et al., 2010). After plotting the conservation score (phyloP, 60 placental mammals) of 323,369 GRE-distal sequences, we determined the conservation score of the 95^th^ percentile of this distribution (PhyloP score = 0.5) and chose it as a minimal conservation score needed to classify any GRE as conserved. Using this cutoff, 36,215 GREs were classified as conserved and used for subsequent identification of SST-enriched GREs.

### Identification of SST-enriched GREs

We used genomic coordinates of 36,215 conserved GREs over which to quantify the ATAC-Seq signal from SST+, VIP+ and PV+ cells. A matrix was constructed representing the mean ATAC-Seq signal in SST+, VIP+ and PV+ cells for each of the 36,215 GREs and normalized such that the total ATAC-Seq signal from each cell population was scaled to 10^7^. Fold-enrichment was calculated for each region/GRE as [(Signal in cell type A)+0.5] / [mean(signal in cell types B and C)+0.5]. GREs were subsequently ranked based on fold-enrichment score.

### Viral barcode design

Viral barcode sequences were chosen to be at least three insertions, deletions, or substitutions apart from each other to minimize the effects of sequencing errors on the correct identification of each barcode. The R library ‘DNAbarcodes’ and following functions were used: initialPool = create.dnabarcodes(10, dist = 3, heuristic=‘ashlock’); finalPool = create.dnabarcodes(10, pool = initialPool, metric=‘seqlev’);

The result was a list of 1164 10-base barcodes that fit our initial criteria.

### Amplification of GREs and barcoding

#### Genomic PCR

PCR primers were designed using primer3 2.3.7 (Untergasser et al., 2012) such that a 150–400 bp flanking sequence was added to each side of the GRE. The forward primers contained a 5’ overhang sequence for downstream in-Fusion (Clonetech) cloning into the AAV vector (5’-GCCGCACGCGTTTAAT). The reverse primers contained a 5’ overhang sequence containing the recognition sites for AsiSI and SalI restriction enzymes (5’-GCGATCGCTTGTCGAC). Hot Start High-Fidelity Q5 polymerase (NEB) was used according to manufacturer’s protocol with mouse genomic DNA as template.

#### Barcoding PCR

The unpurified PCR products from the genomic PCR were used as templates for the barcoding PCR. A forward primer containing the sequence for downstream in-Fusion (Clonetech) cloning into the AAV vector (5’-CTGCGGCCGCACGCGTTTA) was used in all reactions. Reverse primers were constructed featuring (in the 5’ → 3’direction): 1) a sequence for downstream in-Fusion (Clonetech) cloning into the AAV vector (5’-GCCGCTATCACAGATCTCTCGA), 2) a unique 10-base barcode sequence, and 3) sequence complementary with the AsiSI and SalI restriction enzyme recognition sites that were introduced during the first PCR (5’-GCGATCGCTTGTCGAC). Three different reverse primers were used for each of the GREs amplified during the genomic PCR. Hot Start High-Fidelity Q5 polymerase (NEB) was used according to the manufacturer’s protocol.

### PESCA library cloning

All PCR reactions were pooled and the amplicons purified using Agencourt AMPure XP. The pAAV-mDlx-GFP-Fishell-1 was a gift from Gordon Fishell (Addgene plasmid # 83900). The plasmid was digested with PacI and XhoI, leaving the ITRs and the polyA sequence. in-Fusion was used to shuttle the pool of GRE PCR products into the vector. Following transformation into High Efficiency NEB 5-alpha Competent *E. coli* and recovery, SalI and AsiSI were used to linearize the AAV vector containing the GREs. The expression cassette containing the human HBB promoter and intron followed by GFP and WPRE was isolated by PCR amplification from pAAV-mDlx-GFP-Fishell-1. The expression cassette was ligated with the linearized GRE-library-containing vector using T4 ligase and transformed into High Efficiency NEB 5-alpha Competent E.coli to yield the final library. 50 colonies were Sanger sequenced to determine the correct pairing between GRE and barcode and the correct arrangement of the AAV vector.

### AAV preparation

The pooled PESCA library or individual AAV constructs (100 μg) were packed into AAV9 at the Boston Children’s Hospital Viral Core. The titers (2–50 × 10^13^ genome copies/mL) were determined by qPCR. Next generation sequencing using the NextSeq 500 platform was used to determine the complexity of the pooled PESCA library (Figure 2a).

### V1 cortex injections

Animals were anesthetized with isofluorane (1–3% in air) and placed on a stereotactic instrument (Kopf) with a 37°C heated pad. The PESCA library (AAV9, 1.9 × 10^13^ genome copies/mL) was stereotactically injected in V1 (800 nL per site at 25 nL/min) using a sharp glass pipette (25–45 μm diameter) that was left in place for 5 min prior to and 10 min following injection to minimize backflow. Two injections were performed per animal at coordinates 3.0 and 3.7 mm posterior, 2.5 mm lateral relative to bregma, and 0.6 mm ventral relative to the brain surface.

Individual rAAV-GRE constructs were stereotactically injected at a titer of 1 × 10^11^ genome copies/mL. (250 nL per site at 25 nL/min). All injections were performed at two depths (0.4 and 0.7 mm ventral relative to the brain surface) to achieve broader infection across cortical layers. The injection coordinates relative to bregma were 3.0 or 3.7 mm posterior, 2.5 or −2.5 mm lateral.

### Nuclear isolation

Single-nuclei suspensions were generated as described previously (Mo et al., 2015), with minor modifications. V1 was dissected and placed into a Dounce with homogenization buffer (0.25 M sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-KOH, pH 7.8, 1 mM DTT, 0.15 mM spermine, 0.5 mM spermidine, protease inhibitors). The sample was homogenized using a tight pestle with 10 stokes. IGEPAL solution (5%, Sigma) was added to a final concentration of 0.32%, and five additional strokes were performed. The homogenate was filtered through a 40 μm filter, and OptiPrep (Sigma) added to a final concentration of 25% iodixanol. The sample was layered onto an iodixanol gradient and centrifuged at 10,000 g for 18 min as previously described^1,2^(Mo et al., 2015; Stroud et al., 2017) . Nuclei were collected between the 30% and 40% iodixanol layers and diluted to 80,000–100,000 nuclei/mL for encapsulation. All buffers contained 0.15% RNasin Plus RNase Inhibitor (Promega) and 0.04% BSA.

### snRNA-Seq library preparation and sequencing

Single nuclei were captured and barcoded whole-transcriptome libraries prepared using the inDrops platform as previously described (Klein et al., 2015; Zilionis et al., 2017), collecting five libraries of approximately 3000 nuclei from each animal. Briefly, single nuclei along with single primer-carrying hydrogels were captured into droplets using a microfluidic platform. Each hydrogel carried oligodT primers with a unique cell-barcode. Nuclei were lysed and the cell-barcode containing primers released from the hydrogel, initiating reverse transcription and barcoding of all cDNA in each droplet. Next, the emulsions were broken and cDNA across ~3000 nuclei pooled into the same library. The cDNA was amplified by second strand synthesis and in vitro transcription, generating an amplified RNA intermediate which was fragmented and reverse transcribed into an amplified cDNA library.

For enrichment of virally-derived transcripts, a fraction (3 μL) of the amplified RNA intermediate was reverse transcribed with random hexamers without prior fragmentation. PCR was next used to amplify virally derived transcripts. The forward primer was designed to introduce the R1 sequence and anneal to a sequence uniquely present 5’ of the viral-barcode sequence present in the viral transcripts (5’- GCATCGATACCGAGCGC). The reverse primer was designed to anneal to a sequence present 5’ of the cell-barcode (5’- GGGTGTCGGGTGCAG). The result of the PCR is preferential amplification of the viral-derived transcripts, while simultaneously retaining the cell-barcode sequence necessary to assign each transcript to a particular cell/nucleus. Following PCR amplification (18 cycles, Hot Start High-Fidelity Q5 polymerase) all the libraries were indexed, pooled, and sequenced on a Nextseq 500 benchtop DNA sequencer (Illumina).

### inDrop sample mapping and viral barcode deconvolution by cell

The published inDrops mapping pipeline (github.com/indrops/indrops) was used to assign reads to cells. To map viral sequences, a custom annotated transcriptome was generated using the indrops pipieline's build_index command supplied with two custom reference files: 1. the GRCm38.dna_sm.primary_assembly.fa fasta genome with an additional contig for each viral barcode (comprising 5' sequence [gcatcgataccgagcgcgcgatcgc], barcode, and 3' sequence [tcgagagatctgtgatagcggc]) and 2. a GTF annotation file, with all viral sequences assigned the same gene_id and gene_name, but unique transcript_id, transcript_name, and protein_id. After inDrops pipeline mapping and cell deconvolution, the pysam package was used to extract the 'XB' and 'XU' tags, which contain cell barcode and UMI sequences, respectively, from every read that mapped uniquely to any one of the custom viral contigs (i.e. requiring the read map to the 10 bp barcode with at most one mismatch) in the inDrops pipeline-output bam files. These barcode-UMI combinations were condensed to generate a final cell x GRE barcode UMI counts table for each sample.

### Embedding and identification of cell types

Data from all nuclei (two animals, 5 libraries of ~3000 nuclei per animal) were analyzed simultaneously. Viral-derived sequences were removed for the purposes of embedding clustering and cell type identification. The initial dataset contained 32,335 nuclei, with more than 200 unique non-viral transcripts (UMIs) assigned to each nucleus. We recovered an average of 866 unique non-viral transcripts per nucleus, representing 610 unique genes. The R software package Seurat (Butler et al., 2018; Satija et al., 2015) was used to cluster cells. First, the data were log-normalized and scaled to 10,000 transcripts per cell. Variable genes were identified using the FindVariableGenes() function. The following parameters were used to set the minimum and maximum average expression and the minimum dispersion: x.low.cutoff = 0.0125, x.high.cutoff = 3, y.cutoff = 0.5. Next, the data was scaled using the ScaleData() function, and principle component analysis (PCA) was carried out. The FindClusters() function using the top 30 principal components (PCs) and a resolution of 1.5 was used to determine the initial 29 clusters. Based on the expression of known marker genes we merged clusters that represented the same cell type. Our final list of cell types was: Excitatory neurons, PV Interneurons, SST Interneurons, VIP interneurons, NPY Interneurons, Astrocytes, Vascular-associated cells, Microglia, Oligodendrocytes, and Oligodendrocyte precursor cells.

### Enrichment calculation

Viral vector expression for each of the 861 barcodes across the ten cell types was calculated by averaging the expression of barcoded transcripts across all the individual nuclei that were assigned to that cell type. The relative fold-enrichment in expression toward *Sst*+ cells was computed as the ratio of the mean expression in *Sst+* cells and the mean expression in *Sst-* cells: (mean(*Sst+* cells)+0.01)/ (mean(*Sst-* cells)+0.01).

Viral GRE expression for each of the 287 barcodes was calculated at the single-nucleus level as a sum of the expression of the three barcodes that were paired with that GRE. Average GRE-driven expression across the ten cell types was calculated by averaging the expression of the GRE transcripts across all the individual nuclei that were assigned to that cell type. The relative fold-enrichment in GRE expression toward *Sst*+ cells was determined as the ratio of the mean expression in *Sst+* cells and the mean expression in *Sst-* cells: (mean(*Sst+* cells)+0.01)/ (mean(*Sst-* cells)+0.01).

### Differential gene expression

To identify which of the GRE-driven transcripts were statistically enriched in *Sst+* vs. *Sst-* cells, we carried out differential gene expression analysis using the R package Monocle2 (Trapnell et al., 2014) (Trapnell et al., 2014) . The data were modeled and normalized using a negative binomial distribution, consistent with snRNA-seq experiments. The functions estimateSizeFactors(), estimateDispersions() and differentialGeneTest() were used to identify which of the GRE-derived transcripts were statistically enriched in *Sst+* cells. GREs whose false discovery rate (FDR) was less than 0.01 were considered enriched.

### Subsampling GRE reads

A matrix containing counts per cell for GRE12, GRE19, GRE22, GRE44, GRE80 was subsampled using the rbinom function from the ‘stats’ package in R with the following probabilities (0.5, 0.25, 0.125, 0.0625). The resulting matrix was then analyzed by differential gene expression using the R package Monocle2 as stated above. This process was repeated ten times for each subsampling probability.

### Fluorescence microscopy

#### Sample preparation

Mice were sacrificed and perfused with 4% PFA followed by PBS. The brain was dissected out of the skull and post-fixed with 4% PFA for 1–3 days at 4°C. The brain was mounted on the vibratome (Leica VT1000S) and coronally sectioned into 100 μm slices. Sections containing V1 were arrayed on glass slides and mounted using DAPI Fluoromount-G (Southern Biotech).

#### Sample imaging

Sections containing V1 were imaged on a Leica SPE confocal microscope using an ACS APO 10x/0.30 CS objective (Harvard NeuroDiscovery Center). Tiled V1 cortical areas of ~1.2 mm by ~0.5 mm were imaged at a single optical section to avoid counting the same cell across multiple optical sections. Channels were imaged sequentially to avoid any optical crosstalk.

### Immunostaining

To identify parvalbumin (PV)+ cells, coronal sections were washed three times with PBS containing 0.3% TritonX-100 (PBST) and blocked for 1 hr at room temperature with PBST containing 5% donkey serum. Section were incubated overnight at 4°C with mouse anti-PVALB antibody 1:2000 (Milipore), washed again three times with PBST, and incubated for 1 hr at room temperature with 1:500 donkey anti-mouse 647 secondary antibody (Life Technologies). After washing in PBST and PBS, samples were mounted onto glass slides using DAPI Fluoromount-G.

### Quantification of the percentage of GFP+ cells that were SST+, VIP+, and PV+

Across all images, coordinates were registered for each GFP+ cell that could be visually discerned. An automated ImageJ script was developed to quantify the intensity of each acquired channel for a given GFP+ cell. We created a circular mask (radius = 5.7 μm) at each coordinate representing a GFP-positive cell, background subtracted (rolling ball, radius = 72 μm) each channel, and quantified the mean signal of the masked area. To identify the threshold intensity used to classify each GFP+ cell as either SST+, VIP+ or PV+, we first determined the background signal in the channel representing SST, VIP or PV by selecting multiple points throughout the area visually identified as background. These background points were masked as small circular areas (radius = 5.7 μm), over which the mean background signal was quantified. The highest mean background signal for SST, VIP and PV was conservatively chosen as the threshold for classifying GFP+ cells as SST+, VIP+ or PV+, respectively.

### Quantification of the distribution of cells as a function of distance from pia

A semiautomated ImageJ algorithm was developed to trace the pia in each image, generate a Euclidean Distance Map (EDM), and calculate the distance from the pia to each GFP+ cell.

### Quantification of the percentage of SST+ cells that were GFP+

An automated algorithm was developed to identify SST+ cells after appropriate background subtraction, image thresholding, masking and filtering for all objects of appropriate size and circularity. The number of SST+ objects (cells) was then counted within a minimal polygonal area that encompassed all GFP+ cells in that image. The ratio of the number of GFP+ cells and SST+ cells within the area of infection (here identified as area with discernable GFP+ cells) was calculated.

### Slice preparation

Acute, coronal brain slices containing visual cortex of 250–300 μm thickness were prepared using a sapphire blade (Delaware Diamond Knives, Wilmington, DE) and a VT1000S vibratome (Leica, Deerfield, IL). Mice were anesthetized though inhalation of isoflurane, then decapitated. The head was immediately immersed in an ice-cold solution containing (in mM): 130 K-gluconate, 15 KCl, 0.05 EGTA, 20 HEPES, and 25 glucose (pH 7.4 with NaOH; Sigma). The brains were quickly dissected and cut in the same ice-cold, gluconate based solution while oxygenated with 95% O_2_/5% CO_2_. Slices then recovered at 32°C for 20–30 min in oxygenated artificial cerebrospinal fluid (ACSF) in mM: 125 NaCl, 26 NaHCO3, 1.25 NaH2PO4, 2.5 KCl, 1.0 MgCl2, 2.0 CaCl2, and 25 glucose (Sigma), adjusted to 310–312 mOsm with water.

### Electrophysiological recordings

Using an Olympus BX51WI microscope equipped with a 60x water immersion objective, we used fluorescence illumination to identify rAAV-GRE44-GFP^+^ (red and green) and rAAV-GRE44-GFP^-^ (only red) SST neurons in the area of injection/AAV infection (Figure 4a–d). rAAV-GRE44-GFP^-^ neurons were recorded if they were in the same field of view as rAAV-GRE44-GFP^+^ neurons under 60x. For rAAV-GRE12-Gq-DREADD-tdTomato experiments (Figure 4e–j), tdTomato^+^ cells and morphologically identified pyramidal neurons in the same field of view under 60x were recorded. Whole-cell current clamp recordings of these neurons in coronal visual cortex slices of P50 to P80 wild-type mice were performed using borosilicate glass pipettes (3–6 MOhms, Sutter Instrument, Novato, CA) filled with an internal solution (in mM): 116 KMeSO_3_, 6 KCl, 2 NaCl, 0.5 EGTA, 20 HEPES, 4 MgATP, 0.3 NaGTP, 10 NaPO_4_ creatine (pH 7.25 with KOH; Sigma). Neurobiotin (1.5%) was occasionally included in the internal solution to allow for post-hoc morphological reconstruction of recorded cells. All experiments were performed at room temperature in oxygenated ACSF. Series resistance was compensated by at least 60% in a voltage-clamp configuration before switching to current-clamp (‘I Clamp Normal’). After break-in, a systematic series of 1 s current injections ranging from −100 pA to 500 pA were applied to each cell using the User List function in the ‘Edit Waveform’ tab of pClamp. After such baseline firing rates were calculated, CNO (2 μM, Sigma) was bath applied. An average of at least three trials for each current injection was calculated before and during CNO application.

### Electrophysiological data acquisition and analysis

For electrophysiology, data acquisition of current-clamp experiments was performed using Clampex10.2, an Axopatch 200B amplifier, filtered at 2 kHz and digitized at 20 kHz with a DigiData 1440 data acquisition board (Molecular Devices, Sunnyvale, CA). Analysis of electrophysiological parameters was done using Clampfit (Molecular Devices, Sunnyvale, CA), Prism 7 (GraphPad Software, La Jolla, CA), Excel (Microsoft, Redmond, WA), and custom software written and generously shared by Dr. Bruce Bean in Igor Pro version 6.1.2.1 (WaveMetrics, Lake Oswego, OR). Membrane potentials in this study were not corrected for the liquid junction potential and are thus positively biased by 8 mV. For analysis of action potential waveform in Figure 4a–d and Supplementary file 4, the first action potential that appeared during a current injection equivalent to the rheobase was analyzed, as well as the first action potential of the subsequent two current injections. For example, if the rheobase were 20 pA, then all the parameters defined in the next section were also analyzed for the first action potential elicited with 20, 25, and 30 pA of injected current, and averaged.

### Definition of electrophysiological parameters

AP Height (in millivolts): the difference between the peak of the action potential and the most negative voltage during the afterhyperpolarization immediately following the spike.
AP Peak (in millivolts): the most depolarized (positive) potential of the spike.
AP Trough (in millivolts): the most negative voltage reached during the afterhyperpolarization immediately following the spike.
F_max_ initial (in Hertz): the average of the reciprocal of the first three interstimulus intervals, measured at the maximal current step injected before spike inactivation.
F_max_ steady-state (in Hertz): the average of the reciprocal of the last three interstimulus intervals, measured at the maximal current step injected before spike inactivation.
Rate of rise (in volts per second): maximal voltage slope (*dV/dt*) during the upstroke (rising phase) of the action potential.
Rheobase (in picoamperes): the minimal 1000 ms current step (in increments of 5 pA) needed to elicit an action potential.
R_in_ (in megaohms, MΩ): input resistance, determined by using Ohm’s law to measure the change in voltage in response to a −50 pA, 1000 ms hyperpolarizing current at rest.
Spike adaptation ratio: the ratio of F_max_ steady-state to F_max_ initial.
Spike width (in milliseconds, used interchangeably with spike half-width): the width at half-maximal spike height as defined above.
τ_m_ (in milliseconds): membrane time constant, determined by fitting a monoexponential curve to the voltage chance in response to a −50 pA, 1000 ms hyperpolarizing current at rest.
Threshold (in millivolts): the membrane potential at which dV/dt = 5 V/s.
V_rest_ (in millivolts): resting membrane potential a few minutes after breaking in without any current injection.

## Data Availability

Sequencing data has been deposited in GEO under accession code GSE136802. The following dataset was generated: HrvatinSTzengCPNagyMAStroudHKoutsioumpaCWilcoxOFAssadEGGreenJHarveyCDGriffithECGreenbergME2019A scalable platform for the development of cell-type-specific viral driversNCBI Gene Expression OmnibusGSE13680210.7554/eLife.48089PMC677644231545165

# Supplementary material for: A scalable platform for the development of cell-type-specific viral drivers
**Source:** eLife. 2019 Sep 23;8:e48089. doi: 10.7554/eLife.48089
**Supplement:** Supplementary file 3. — Gray highlighting indicates the ITRs, green indicates GFP and yellow indicates GRE.

**pAAV-ΔGRE-GFP**

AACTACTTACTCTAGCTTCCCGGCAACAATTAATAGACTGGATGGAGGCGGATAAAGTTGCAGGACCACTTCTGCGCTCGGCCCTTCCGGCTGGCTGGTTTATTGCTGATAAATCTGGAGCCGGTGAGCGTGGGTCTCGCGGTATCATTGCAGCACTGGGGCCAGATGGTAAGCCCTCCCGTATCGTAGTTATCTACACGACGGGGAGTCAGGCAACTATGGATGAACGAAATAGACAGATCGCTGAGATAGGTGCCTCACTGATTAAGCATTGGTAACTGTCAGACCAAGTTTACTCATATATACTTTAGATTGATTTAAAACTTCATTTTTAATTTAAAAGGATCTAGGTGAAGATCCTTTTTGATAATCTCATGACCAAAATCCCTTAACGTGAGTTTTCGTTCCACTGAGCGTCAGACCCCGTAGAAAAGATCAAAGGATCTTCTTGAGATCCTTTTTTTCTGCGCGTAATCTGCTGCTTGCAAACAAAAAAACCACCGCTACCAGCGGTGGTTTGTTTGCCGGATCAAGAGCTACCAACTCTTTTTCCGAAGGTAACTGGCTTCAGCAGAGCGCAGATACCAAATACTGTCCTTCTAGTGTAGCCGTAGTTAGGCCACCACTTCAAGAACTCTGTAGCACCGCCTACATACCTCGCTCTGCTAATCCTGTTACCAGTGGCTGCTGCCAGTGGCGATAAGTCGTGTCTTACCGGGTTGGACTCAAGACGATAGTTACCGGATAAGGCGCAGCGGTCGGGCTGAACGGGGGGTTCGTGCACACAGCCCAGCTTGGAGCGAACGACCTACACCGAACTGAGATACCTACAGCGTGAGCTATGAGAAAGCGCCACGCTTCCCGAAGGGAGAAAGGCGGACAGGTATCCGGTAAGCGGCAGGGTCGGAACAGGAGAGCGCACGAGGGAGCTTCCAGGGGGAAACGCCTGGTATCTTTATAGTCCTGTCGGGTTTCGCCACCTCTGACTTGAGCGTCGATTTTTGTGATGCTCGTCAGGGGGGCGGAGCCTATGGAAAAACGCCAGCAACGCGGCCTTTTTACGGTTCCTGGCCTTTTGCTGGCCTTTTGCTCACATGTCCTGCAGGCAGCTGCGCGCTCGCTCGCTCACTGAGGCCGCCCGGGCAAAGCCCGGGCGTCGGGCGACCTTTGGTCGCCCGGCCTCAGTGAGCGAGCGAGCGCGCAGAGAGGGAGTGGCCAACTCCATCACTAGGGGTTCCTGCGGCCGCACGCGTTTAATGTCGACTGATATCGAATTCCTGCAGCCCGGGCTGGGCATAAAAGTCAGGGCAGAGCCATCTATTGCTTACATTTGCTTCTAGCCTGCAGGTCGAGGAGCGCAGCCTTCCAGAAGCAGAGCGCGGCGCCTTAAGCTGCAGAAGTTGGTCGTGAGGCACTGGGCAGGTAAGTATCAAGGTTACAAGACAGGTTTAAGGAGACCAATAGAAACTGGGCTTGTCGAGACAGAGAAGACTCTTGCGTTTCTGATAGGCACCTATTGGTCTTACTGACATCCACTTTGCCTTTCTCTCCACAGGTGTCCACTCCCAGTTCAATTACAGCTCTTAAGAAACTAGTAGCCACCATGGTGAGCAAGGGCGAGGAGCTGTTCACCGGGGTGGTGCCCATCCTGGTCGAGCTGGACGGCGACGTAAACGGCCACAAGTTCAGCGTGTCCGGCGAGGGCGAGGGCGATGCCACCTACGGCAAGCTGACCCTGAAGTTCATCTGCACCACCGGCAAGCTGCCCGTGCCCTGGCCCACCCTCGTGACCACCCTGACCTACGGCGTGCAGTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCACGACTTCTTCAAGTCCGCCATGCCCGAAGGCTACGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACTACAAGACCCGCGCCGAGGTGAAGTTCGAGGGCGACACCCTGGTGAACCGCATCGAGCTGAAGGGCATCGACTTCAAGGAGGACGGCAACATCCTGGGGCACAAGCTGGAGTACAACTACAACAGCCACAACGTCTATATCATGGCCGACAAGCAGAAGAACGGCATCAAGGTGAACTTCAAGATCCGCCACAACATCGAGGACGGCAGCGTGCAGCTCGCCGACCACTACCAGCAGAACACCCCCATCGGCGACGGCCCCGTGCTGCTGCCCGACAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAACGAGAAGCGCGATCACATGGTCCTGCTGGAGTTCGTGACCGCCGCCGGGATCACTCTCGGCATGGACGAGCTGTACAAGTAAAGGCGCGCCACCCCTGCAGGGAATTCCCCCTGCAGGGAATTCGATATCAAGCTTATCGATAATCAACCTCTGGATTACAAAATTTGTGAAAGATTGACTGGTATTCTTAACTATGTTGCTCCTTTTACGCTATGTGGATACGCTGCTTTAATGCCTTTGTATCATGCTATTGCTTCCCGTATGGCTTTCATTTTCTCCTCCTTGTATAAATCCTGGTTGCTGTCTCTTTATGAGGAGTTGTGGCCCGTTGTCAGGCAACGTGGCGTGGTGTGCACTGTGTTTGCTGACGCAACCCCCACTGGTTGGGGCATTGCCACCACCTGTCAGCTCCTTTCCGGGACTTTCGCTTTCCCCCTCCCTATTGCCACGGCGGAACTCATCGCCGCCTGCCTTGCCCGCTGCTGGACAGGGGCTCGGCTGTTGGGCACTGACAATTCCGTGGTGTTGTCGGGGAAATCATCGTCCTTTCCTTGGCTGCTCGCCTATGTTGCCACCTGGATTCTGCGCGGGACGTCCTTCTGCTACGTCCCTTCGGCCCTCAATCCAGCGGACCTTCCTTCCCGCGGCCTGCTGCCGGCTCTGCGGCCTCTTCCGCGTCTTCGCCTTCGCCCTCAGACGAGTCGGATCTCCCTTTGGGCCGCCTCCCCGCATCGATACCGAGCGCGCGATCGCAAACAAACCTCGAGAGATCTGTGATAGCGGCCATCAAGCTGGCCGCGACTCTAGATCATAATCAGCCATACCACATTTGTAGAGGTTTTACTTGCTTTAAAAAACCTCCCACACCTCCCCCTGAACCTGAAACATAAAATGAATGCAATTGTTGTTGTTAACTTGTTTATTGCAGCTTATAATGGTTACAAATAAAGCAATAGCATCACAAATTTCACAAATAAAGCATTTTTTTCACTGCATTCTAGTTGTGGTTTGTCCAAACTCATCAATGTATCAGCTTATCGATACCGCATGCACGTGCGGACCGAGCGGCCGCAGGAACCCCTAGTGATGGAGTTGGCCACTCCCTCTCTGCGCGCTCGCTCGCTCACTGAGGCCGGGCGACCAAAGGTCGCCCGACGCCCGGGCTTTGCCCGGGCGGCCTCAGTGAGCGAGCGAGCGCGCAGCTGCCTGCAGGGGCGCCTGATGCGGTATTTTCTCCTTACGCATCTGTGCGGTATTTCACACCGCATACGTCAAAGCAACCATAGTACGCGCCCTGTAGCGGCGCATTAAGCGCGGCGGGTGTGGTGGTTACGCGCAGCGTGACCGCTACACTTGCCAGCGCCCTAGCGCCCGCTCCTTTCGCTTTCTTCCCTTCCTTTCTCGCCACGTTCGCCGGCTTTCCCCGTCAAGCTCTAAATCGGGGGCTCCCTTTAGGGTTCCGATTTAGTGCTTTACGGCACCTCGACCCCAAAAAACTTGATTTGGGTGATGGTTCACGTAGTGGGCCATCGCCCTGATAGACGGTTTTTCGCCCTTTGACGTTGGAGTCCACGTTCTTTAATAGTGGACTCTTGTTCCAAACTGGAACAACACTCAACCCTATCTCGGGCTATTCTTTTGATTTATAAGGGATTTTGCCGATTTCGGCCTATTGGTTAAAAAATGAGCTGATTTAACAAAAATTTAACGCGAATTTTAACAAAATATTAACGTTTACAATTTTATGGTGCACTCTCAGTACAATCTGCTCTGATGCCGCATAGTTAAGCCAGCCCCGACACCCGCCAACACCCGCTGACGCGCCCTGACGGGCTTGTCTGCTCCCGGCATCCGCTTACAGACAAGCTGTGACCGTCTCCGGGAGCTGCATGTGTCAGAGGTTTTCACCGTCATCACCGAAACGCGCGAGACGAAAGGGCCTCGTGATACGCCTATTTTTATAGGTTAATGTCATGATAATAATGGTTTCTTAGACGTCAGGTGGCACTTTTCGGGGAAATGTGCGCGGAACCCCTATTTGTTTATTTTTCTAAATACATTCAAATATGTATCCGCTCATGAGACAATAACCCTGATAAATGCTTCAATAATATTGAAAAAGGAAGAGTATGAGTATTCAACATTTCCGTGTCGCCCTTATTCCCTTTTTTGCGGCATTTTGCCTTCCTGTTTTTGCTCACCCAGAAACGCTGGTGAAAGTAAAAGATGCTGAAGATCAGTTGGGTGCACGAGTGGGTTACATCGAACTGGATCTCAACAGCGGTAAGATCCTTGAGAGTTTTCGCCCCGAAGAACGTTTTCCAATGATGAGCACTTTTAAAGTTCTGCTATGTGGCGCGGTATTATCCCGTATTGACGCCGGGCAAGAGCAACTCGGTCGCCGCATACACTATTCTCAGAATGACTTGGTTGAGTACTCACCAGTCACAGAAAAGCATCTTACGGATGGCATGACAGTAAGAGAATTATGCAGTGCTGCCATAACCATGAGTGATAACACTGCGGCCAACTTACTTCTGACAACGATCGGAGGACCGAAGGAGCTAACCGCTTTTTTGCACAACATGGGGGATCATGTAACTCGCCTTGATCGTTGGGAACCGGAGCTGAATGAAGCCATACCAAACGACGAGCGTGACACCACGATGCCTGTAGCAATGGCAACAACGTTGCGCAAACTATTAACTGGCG

**pAAV-GRE12-GFP**

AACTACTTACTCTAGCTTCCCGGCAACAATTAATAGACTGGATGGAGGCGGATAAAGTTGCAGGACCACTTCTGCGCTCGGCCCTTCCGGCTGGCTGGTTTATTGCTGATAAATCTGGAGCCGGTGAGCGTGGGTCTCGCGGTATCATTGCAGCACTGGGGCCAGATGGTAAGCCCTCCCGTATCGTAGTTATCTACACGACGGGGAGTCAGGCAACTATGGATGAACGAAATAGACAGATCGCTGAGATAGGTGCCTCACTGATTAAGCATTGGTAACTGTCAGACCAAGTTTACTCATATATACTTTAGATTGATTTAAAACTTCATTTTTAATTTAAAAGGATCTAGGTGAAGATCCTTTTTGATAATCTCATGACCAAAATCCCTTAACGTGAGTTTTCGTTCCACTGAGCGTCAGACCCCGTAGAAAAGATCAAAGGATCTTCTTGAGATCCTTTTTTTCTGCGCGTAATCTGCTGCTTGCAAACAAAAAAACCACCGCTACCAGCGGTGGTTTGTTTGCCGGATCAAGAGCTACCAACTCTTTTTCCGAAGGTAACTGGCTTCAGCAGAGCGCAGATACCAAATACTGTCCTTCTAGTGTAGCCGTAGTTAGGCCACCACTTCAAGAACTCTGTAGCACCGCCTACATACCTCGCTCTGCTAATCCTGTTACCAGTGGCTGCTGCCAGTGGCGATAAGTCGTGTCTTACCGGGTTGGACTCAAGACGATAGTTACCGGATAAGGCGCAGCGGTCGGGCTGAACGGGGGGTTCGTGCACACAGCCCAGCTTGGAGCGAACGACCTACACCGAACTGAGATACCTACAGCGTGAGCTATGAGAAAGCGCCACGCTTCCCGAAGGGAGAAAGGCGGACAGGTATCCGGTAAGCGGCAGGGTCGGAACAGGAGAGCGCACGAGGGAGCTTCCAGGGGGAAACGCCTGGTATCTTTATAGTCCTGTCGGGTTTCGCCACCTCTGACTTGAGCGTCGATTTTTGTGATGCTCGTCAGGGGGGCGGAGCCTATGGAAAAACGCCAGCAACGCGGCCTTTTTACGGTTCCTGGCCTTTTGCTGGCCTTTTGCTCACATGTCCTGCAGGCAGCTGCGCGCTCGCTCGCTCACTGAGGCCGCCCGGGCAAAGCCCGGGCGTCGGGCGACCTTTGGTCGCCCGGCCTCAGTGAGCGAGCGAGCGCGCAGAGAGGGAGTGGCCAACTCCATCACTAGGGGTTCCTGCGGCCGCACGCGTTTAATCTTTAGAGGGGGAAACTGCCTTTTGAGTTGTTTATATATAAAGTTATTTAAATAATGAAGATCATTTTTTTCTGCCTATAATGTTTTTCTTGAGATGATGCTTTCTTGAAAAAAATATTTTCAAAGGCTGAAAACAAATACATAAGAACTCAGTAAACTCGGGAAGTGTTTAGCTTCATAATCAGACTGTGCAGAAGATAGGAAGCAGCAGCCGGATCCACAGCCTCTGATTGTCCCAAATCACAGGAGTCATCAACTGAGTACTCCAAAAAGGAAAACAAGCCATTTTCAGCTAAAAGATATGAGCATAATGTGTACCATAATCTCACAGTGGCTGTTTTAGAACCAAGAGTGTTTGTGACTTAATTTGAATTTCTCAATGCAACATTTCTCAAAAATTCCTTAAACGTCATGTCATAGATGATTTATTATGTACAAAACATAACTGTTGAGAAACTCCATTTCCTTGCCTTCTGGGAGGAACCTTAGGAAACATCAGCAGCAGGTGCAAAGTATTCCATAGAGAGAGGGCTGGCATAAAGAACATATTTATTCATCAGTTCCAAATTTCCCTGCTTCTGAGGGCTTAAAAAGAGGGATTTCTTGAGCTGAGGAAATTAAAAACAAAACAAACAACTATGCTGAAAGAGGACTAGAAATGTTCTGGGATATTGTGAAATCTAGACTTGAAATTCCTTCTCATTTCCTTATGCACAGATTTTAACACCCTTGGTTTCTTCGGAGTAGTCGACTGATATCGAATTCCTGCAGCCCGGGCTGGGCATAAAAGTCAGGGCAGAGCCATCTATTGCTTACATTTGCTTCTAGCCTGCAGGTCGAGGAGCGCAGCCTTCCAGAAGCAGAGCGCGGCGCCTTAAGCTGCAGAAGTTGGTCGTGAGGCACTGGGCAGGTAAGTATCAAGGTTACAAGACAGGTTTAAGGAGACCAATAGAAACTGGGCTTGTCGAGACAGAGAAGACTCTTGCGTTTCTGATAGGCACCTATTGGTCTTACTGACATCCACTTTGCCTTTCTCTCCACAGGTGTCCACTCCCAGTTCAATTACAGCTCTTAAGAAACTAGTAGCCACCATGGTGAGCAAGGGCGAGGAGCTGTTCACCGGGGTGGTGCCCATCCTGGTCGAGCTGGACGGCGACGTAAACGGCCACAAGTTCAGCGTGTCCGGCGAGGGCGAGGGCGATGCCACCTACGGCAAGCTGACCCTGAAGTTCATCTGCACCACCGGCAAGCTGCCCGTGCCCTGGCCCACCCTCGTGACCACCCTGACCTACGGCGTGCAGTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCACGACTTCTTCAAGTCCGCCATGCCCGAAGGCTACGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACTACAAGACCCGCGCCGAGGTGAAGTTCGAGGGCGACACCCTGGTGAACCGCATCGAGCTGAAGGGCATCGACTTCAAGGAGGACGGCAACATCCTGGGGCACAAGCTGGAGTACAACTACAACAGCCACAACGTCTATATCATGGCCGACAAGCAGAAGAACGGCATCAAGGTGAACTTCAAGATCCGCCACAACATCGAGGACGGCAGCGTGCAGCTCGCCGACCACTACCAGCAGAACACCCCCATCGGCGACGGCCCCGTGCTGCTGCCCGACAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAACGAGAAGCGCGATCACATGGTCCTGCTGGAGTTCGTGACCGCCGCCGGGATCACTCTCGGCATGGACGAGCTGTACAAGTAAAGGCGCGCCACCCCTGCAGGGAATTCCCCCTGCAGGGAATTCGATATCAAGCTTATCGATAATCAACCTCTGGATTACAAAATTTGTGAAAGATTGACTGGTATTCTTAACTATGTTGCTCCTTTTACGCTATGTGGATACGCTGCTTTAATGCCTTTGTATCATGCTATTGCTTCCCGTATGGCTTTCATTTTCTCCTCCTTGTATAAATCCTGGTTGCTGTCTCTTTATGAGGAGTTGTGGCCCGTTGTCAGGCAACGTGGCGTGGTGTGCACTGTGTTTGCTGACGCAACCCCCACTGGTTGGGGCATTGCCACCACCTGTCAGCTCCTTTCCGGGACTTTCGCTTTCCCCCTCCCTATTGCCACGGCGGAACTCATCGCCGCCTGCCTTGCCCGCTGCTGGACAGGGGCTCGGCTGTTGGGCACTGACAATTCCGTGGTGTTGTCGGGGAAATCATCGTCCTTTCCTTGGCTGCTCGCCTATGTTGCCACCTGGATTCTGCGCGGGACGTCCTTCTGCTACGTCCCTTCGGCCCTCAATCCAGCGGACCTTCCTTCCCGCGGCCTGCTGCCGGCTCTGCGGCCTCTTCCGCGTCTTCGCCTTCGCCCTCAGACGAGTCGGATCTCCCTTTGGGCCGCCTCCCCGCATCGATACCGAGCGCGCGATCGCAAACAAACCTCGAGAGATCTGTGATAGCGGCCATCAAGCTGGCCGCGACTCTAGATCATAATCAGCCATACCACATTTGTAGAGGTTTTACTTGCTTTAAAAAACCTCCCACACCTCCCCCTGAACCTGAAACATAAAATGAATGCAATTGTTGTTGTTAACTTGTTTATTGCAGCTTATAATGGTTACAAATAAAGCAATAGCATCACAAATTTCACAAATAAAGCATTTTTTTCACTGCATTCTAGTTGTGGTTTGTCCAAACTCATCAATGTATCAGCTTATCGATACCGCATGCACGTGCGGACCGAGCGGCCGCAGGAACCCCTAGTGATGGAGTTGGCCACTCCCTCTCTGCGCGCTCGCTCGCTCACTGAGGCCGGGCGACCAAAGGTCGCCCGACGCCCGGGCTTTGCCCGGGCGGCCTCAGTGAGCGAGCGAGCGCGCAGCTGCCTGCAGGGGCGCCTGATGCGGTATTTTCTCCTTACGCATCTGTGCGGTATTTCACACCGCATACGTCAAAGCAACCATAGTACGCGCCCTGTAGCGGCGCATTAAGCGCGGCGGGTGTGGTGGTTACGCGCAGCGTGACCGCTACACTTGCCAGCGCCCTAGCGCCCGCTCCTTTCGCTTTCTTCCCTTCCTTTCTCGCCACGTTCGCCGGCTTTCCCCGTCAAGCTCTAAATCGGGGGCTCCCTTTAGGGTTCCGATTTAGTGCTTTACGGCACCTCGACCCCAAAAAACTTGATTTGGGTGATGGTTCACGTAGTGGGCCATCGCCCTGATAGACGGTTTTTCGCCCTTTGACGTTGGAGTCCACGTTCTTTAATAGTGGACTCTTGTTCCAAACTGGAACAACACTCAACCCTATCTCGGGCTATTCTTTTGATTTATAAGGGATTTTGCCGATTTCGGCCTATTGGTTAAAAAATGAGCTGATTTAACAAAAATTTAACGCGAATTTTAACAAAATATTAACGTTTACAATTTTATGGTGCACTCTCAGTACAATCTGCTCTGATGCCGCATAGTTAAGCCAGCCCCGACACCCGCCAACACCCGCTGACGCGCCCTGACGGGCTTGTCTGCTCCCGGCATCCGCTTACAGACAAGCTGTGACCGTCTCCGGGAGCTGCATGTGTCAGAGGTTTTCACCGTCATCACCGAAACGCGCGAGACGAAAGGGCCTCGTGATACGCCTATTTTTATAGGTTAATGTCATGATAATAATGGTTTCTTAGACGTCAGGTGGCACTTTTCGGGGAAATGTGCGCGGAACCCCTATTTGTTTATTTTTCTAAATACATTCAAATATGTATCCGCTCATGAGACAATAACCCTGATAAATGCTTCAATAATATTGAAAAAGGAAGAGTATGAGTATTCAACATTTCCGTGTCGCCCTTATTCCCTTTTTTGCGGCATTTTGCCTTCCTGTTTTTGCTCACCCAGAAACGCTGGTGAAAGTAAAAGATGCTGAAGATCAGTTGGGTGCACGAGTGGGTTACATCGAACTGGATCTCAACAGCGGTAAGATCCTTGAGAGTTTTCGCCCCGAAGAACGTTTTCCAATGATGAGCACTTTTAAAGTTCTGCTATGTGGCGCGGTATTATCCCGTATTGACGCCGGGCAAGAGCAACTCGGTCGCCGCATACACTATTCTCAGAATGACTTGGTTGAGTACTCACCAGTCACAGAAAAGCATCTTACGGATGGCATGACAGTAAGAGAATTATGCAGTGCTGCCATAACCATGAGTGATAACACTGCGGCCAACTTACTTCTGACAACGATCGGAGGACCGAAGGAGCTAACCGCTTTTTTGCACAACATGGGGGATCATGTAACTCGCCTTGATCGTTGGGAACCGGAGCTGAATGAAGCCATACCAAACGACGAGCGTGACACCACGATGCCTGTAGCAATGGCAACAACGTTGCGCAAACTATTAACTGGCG

**pAAV-GRE22-GFP**

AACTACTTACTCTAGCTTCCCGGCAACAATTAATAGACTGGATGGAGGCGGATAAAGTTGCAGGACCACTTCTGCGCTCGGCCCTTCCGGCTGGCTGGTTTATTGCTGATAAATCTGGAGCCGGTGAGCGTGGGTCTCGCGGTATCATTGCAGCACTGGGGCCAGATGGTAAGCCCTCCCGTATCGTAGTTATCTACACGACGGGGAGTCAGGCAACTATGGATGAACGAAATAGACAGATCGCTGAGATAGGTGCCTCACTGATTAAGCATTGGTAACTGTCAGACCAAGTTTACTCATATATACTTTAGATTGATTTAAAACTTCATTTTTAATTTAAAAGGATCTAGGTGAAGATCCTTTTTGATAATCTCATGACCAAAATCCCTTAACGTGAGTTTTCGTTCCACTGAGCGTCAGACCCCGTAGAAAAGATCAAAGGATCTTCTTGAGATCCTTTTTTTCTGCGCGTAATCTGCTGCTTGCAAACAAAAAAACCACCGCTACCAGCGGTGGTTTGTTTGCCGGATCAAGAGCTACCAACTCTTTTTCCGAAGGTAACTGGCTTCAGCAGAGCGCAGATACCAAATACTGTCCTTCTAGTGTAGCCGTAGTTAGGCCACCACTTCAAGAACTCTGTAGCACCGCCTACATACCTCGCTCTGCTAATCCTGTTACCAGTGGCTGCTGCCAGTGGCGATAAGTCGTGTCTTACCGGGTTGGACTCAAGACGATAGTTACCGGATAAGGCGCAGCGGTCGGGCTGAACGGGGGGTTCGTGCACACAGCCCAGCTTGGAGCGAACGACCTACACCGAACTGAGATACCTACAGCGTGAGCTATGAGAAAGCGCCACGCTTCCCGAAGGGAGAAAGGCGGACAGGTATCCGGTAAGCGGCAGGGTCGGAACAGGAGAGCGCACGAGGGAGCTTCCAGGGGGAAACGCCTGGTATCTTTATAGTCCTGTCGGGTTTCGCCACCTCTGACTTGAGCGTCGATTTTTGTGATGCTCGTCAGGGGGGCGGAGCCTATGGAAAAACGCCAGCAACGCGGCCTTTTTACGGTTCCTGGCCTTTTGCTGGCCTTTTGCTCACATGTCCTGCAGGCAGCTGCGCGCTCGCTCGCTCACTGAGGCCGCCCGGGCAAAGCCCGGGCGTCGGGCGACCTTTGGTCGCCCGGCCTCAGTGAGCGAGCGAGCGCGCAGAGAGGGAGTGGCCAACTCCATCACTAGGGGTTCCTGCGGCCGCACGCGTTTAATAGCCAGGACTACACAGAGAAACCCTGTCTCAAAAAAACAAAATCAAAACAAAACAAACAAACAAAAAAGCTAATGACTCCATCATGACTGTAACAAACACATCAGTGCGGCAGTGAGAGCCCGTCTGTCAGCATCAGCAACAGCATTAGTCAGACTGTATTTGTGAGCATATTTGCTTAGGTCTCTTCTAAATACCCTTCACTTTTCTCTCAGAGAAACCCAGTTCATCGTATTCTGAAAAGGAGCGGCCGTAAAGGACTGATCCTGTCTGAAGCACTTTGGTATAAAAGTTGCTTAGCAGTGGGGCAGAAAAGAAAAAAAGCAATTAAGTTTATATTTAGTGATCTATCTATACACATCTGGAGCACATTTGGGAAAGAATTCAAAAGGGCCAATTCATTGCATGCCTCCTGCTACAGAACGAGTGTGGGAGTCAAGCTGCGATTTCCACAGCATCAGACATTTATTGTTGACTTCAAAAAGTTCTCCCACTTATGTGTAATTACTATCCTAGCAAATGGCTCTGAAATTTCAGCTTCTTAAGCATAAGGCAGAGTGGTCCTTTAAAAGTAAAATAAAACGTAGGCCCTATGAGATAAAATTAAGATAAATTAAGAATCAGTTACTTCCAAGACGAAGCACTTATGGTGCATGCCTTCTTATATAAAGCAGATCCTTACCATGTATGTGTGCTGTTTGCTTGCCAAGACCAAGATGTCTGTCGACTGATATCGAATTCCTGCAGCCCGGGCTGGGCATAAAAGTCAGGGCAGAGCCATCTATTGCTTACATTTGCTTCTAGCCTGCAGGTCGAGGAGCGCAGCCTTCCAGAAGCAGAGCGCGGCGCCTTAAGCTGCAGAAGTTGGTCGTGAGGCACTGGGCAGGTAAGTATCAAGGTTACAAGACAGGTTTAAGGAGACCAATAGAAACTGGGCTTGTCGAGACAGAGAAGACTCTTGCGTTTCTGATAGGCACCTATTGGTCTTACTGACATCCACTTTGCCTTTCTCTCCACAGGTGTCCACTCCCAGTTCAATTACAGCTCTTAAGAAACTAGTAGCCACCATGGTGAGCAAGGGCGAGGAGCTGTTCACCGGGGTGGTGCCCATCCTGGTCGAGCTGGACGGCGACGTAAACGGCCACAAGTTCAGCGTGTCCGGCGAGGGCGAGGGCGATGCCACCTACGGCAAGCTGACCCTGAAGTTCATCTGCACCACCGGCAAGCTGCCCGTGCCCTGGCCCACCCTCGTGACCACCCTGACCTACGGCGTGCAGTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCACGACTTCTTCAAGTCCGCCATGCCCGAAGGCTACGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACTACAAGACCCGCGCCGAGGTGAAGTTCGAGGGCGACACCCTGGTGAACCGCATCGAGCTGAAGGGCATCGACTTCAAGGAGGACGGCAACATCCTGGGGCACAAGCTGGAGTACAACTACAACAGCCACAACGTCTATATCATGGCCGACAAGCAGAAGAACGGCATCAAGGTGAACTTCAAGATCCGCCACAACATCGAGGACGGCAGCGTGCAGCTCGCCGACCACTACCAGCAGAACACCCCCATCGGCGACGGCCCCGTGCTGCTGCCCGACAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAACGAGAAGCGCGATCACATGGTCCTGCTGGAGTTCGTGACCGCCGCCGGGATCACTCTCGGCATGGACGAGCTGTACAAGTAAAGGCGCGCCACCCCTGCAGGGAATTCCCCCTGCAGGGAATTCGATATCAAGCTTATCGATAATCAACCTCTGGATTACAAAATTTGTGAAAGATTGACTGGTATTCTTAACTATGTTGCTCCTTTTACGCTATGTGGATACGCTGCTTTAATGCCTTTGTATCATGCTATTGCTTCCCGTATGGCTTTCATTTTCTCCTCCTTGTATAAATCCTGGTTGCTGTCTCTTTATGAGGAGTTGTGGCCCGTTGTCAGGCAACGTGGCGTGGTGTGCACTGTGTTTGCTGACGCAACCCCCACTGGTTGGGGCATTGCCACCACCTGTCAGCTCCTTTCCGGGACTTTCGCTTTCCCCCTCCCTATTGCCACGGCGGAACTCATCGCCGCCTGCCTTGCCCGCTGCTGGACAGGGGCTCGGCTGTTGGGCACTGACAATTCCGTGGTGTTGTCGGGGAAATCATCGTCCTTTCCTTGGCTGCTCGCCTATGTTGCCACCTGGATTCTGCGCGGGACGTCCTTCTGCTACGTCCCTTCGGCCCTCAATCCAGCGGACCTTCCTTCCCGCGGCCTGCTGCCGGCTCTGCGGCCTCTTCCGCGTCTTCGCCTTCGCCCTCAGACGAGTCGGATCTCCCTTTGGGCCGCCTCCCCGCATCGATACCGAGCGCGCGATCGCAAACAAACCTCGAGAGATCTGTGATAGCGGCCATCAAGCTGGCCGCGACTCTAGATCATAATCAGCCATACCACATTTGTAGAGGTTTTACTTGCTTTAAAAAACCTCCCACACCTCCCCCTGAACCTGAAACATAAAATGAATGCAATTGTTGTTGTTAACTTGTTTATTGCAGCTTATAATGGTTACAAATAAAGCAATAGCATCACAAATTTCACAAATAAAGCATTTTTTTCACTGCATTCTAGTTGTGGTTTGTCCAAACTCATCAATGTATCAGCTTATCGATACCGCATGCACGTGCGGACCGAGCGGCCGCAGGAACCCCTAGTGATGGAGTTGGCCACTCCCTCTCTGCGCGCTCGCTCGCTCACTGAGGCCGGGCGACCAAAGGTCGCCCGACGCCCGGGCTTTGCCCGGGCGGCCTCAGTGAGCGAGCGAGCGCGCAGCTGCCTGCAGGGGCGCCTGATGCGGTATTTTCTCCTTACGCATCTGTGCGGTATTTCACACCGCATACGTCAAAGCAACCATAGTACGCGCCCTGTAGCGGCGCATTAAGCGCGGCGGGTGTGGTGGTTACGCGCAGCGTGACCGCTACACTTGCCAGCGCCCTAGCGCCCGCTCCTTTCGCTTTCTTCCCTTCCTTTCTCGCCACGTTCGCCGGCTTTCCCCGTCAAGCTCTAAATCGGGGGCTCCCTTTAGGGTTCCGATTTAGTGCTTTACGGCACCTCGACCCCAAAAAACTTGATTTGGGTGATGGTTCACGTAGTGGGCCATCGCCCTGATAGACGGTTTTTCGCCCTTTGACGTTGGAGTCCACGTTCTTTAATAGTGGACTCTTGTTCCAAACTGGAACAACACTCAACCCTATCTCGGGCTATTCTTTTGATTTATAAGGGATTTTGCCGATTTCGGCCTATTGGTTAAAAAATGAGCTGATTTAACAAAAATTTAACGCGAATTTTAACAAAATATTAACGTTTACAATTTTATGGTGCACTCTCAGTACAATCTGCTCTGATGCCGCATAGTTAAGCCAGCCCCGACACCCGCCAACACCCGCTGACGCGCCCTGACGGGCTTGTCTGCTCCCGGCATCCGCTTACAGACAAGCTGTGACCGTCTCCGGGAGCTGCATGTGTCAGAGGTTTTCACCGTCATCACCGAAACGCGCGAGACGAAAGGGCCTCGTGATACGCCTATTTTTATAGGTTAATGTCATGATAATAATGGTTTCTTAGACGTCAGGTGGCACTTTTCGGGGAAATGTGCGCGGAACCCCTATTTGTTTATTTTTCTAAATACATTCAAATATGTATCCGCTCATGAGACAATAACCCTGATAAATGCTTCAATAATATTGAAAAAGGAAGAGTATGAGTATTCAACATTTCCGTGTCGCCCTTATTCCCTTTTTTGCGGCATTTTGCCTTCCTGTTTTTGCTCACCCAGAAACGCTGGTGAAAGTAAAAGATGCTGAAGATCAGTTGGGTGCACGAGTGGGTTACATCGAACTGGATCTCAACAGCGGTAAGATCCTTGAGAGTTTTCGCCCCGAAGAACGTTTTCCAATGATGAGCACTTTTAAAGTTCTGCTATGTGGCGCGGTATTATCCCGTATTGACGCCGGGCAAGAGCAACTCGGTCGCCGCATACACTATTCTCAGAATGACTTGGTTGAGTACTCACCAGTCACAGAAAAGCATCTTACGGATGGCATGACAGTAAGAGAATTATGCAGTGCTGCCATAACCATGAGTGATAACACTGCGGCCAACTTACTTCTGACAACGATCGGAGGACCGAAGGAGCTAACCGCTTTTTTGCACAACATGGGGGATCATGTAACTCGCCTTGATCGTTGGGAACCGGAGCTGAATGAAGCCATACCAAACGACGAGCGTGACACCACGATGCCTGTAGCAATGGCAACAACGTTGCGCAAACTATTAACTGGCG

**pAAV-GRE44-GFP**

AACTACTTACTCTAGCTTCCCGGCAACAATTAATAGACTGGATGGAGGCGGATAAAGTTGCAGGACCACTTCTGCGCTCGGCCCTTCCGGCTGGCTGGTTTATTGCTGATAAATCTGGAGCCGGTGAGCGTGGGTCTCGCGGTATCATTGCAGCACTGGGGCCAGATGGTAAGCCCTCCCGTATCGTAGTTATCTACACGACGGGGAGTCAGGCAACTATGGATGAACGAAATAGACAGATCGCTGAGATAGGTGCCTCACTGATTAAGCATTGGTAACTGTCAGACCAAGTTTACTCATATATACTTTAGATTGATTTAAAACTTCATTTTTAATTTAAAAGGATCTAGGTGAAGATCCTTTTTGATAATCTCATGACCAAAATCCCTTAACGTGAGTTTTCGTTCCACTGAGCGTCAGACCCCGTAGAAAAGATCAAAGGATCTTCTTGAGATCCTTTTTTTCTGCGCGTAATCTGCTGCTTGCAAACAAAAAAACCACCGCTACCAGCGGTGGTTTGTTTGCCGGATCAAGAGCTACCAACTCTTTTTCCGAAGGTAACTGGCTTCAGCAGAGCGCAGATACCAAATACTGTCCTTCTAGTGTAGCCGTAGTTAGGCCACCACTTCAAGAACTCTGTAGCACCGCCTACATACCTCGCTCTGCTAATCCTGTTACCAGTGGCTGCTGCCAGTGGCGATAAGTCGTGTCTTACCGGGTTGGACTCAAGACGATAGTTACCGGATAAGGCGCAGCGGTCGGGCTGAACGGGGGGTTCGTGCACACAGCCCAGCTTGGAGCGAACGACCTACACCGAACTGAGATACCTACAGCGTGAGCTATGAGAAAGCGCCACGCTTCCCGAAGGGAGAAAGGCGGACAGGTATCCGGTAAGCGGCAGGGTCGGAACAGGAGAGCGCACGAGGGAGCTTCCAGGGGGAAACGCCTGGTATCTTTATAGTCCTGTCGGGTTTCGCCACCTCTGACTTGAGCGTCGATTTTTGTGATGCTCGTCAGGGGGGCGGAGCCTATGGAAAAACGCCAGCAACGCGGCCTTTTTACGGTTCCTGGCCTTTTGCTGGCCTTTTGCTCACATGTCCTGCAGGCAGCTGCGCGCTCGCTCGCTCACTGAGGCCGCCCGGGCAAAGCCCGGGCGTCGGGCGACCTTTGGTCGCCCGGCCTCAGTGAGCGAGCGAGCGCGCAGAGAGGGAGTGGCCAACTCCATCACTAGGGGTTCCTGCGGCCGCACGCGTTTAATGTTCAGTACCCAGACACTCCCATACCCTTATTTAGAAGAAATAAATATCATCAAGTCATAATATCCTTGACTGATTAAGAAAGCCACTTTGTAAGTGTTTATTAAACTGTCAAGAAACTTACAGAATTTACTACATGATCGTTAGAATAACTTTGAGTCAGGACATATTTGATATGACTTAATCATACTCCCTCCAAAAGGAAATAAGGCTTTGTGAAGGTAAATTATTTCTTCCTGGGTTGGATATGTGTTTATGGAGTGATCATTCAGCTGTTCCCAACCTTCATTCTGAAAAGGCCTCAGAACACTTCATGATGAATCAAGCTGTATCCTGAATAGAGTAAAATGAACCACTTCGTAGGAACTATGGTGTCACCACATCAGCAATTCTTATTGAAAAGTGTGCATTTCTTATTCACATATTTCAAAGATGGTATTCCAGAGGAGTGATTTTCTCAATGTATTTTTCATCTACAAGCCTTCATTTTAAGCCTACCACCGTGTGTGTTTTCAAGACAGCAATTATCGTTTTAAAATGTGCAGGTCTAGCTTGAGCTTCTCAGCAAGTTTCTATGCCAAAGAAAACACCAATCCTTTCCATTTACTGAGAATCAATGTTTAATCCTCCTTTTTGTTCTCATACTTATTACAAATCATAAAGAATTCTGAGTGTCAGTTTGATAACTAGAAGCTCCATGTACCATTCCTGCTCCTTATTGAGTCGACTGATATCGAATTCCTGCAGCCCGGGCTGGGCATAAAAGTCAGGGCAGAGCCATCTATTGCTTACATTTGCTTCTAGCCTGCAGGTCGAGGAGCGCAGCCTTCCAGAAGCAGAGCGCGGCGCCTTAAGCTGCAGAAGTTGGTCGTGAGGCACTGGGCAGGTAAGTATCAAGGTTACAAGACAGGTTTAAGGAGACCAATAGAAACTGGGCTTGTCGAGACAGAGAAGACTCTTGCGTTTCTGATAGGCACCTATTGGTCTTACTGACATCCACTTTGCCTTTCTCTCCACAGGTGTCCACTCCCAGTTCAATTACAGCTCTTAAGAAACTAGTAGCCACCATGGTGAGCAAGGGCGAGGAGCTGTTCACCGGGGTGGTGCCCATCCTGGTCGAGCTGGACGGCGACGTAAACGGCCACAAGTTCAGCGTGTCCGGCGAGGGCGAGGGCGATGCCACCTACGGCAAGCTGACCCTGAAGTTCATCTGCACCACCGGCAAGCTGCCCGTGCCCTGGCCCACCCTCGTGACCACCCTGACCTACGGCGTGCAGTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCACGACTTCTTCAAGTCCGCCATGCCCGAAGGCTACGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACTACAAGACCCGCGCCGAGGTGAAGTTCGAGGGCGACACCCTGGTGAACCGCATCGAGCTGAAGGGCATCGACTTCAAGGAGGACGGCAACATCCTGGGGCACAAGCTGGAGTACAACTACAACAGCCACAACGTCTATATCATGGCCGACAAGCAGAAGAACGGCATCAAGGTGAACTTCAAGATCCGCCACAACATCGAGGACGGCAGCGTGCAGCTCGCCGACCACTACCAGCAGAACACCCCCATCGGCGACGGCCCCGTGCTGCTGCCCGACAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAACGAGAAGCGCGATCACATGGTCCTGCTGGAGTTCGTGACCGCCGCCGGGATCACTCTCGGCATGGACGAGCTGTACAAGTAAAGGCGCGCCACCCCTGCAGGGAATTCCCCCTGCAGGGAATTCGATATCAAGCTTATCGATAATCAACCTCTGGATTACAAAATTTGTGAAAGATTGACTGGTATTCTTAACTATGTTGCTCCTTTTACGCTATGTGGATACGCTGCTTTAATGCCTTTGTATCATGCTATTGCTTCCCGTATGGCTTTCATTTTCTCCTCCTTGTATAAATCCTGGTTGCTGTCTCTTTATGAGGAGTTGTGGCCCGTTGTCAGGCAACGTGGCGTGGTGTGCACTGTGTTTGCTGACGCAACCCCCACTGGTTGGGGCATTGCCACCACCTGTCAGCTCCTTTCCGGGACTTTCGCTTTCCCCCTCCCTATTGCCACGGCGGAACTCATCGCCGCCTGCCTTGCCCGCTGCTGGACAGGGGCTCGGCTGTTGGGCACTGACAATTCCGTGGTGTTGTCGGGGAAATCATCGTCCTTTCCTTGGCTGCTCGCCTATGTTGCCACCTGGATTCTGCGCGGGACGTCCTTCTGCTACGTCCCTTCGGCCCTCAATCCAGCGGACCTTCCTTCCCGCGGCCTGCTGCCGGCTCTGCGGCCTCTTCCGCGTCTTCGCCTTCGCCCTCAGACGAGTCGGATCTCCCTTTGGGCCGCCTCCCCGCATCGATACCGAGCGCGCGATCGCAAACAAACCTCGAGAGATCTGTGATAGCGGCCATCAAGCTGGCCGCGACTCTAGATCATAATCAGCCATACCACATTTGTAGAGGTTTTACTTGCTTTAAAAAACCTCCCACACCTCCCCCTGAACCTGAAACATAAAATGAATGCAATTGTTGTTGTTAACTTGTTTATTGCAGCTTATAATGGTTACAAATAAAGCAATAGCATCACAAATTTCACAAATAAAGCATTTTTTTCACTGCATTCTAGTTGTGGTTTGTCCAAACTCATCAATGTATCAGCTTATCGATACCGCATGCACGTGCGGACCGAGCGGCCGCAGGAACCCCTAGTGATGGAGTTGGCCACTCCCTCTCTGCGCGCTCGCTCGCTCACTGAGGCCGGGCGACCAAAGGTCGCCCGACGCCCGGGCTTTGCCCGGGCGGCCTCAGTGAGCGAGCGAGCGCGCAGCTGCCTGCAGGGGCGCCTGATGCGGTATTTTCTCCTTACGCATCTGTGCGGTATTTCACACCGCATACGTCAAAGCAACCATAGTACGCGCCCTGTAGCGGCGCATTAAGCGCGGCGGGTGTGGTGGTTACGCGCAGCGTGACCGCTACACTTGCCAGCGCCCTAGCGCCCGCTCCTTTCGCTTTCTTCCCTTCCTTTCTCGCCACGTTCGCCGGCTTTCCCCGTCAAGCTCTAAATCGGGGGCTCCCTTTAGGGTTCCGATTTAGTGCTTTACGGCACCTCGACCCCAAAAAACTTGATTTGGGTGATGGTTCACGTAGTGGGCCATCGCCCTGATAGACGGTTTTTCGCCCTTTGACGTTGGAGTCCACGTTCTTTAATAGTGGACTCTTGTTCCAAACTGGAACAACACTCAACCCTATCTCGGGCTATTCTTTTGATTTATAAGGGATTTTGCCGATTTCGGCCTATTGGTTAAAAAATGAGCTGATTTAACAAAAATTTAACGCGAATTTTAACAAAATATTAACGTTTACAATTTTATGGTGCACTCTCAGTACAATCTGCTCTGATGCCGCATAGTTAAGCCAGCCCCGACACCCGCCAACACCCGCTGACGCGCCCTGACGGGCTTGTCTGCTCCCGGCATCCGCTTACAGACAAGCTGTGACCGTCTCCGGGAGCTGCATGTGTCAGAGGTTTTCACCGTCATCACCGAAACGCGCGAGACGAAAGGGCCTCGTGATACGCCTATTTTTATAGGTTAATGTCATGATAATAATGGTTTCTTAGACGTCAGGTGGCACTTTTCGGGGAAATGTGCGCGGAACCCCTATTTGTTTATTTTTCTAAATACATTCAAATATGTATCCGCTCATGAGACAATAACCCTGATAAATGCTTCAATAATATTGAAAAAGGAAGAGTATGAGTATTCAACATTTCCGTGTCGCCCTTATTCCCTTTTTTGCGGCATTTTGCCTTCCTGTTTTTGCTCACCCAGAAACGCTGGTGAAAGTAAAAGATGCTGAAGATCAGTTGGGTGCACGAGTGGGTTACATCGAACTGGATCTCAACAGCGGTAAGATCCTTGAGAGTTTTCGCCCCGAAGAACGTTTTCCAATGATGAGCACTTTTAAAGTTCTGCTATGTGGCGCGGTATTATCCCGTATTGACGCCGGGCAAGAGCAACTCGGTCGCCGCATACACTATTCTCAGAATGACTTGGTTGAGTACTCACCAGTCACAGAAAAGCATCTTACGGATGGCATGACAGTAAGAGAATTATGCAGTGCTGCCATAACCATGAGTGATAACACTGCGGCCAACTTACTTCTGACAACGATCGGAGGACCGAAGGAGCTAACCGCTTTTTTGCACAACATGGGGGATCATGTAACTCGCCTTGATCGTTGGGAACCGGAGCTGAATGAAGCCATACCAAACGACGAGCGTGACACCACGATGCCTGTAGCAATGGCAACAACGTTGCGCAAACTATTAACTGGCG

# Supplementary material for: A scalable platform for the development of cell-type-specific viral drivers
**Source:** eLife. 2019 Sep 23;8:e48089. doi: 10.7554/eLife.48089
**Supplement:** Supplementary file 4.

| **Supplementary File 4**  Electrophysiological Parameters of GRE44- and GRE44+ SST Neurons in Visual Cortex | | | |
| --- | --- | --- | --- |
|  | **GRE44-** (n=16) | **GRE44+** (n=16) | **p value (2-tailed unpaired t-test)** |
| V_rest_ (mV) | -62.4 ± 1.51 | -60.6 ± 1.63 | 0.41 |
| R_in_ (MΩ) | 304 ± 54.8 | 391 ± 47.3 | 0.24 |
| τ_m_ (ms) | 14.2 ± 2.35 | 22.8 ± 4.32 | 0.094 |
| Threshold (mV) | -45.6 ± 1.24 | -48.1 ± 1.26 | 0.17 |
| AP Peak (mV) | 13 ± 3.38 | 11.6 ± 3.19 | 0.76 |
| AP Trough (mV) | -63.6 ± 1.36 | -63.7 ± 1.43 | 0.96 |
| AP Height (mV) | 76.5 ± 4.46 | 75.2 ± 4.06 | 0.83 |
| **Rate of Rise (V/s)** | **122 ± 11.7** | **85 ± 7.34** | **0.013*** |
| **Rheobase (pA)** | **43.5 ± 10.4** | **20.3 ± 4.64** | **0.044*** |
| **Spike Half-Width (ms)** | **1.25 ± 0.0819** | **2.52 ± 0.307** | **0.0004***** |
| **F_max_, steady-state (Hz)** | **83.4 ± 9.8** | **34.5 ± 4.32** | **0.0002***** |
| **F_max_, initial (Hz)** | **111 ± 8.35** | **67.3 ± 7.48** | **0.0007***** |
| Spike adaptation ratio | 0.763 ± 0.0839 | 0.561 ± 0.0699 | 0.08 |

*Values are shown as mean ± SEM.*

How the deposited data were processed for this re-analysis (not part of the article)

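ATAC-Seq was analysed in 6 samples from mouse cortex, 2 each of SST, PV and VIP interneurons, and snRNA-Seq in one sample of V1 nuclei from mice injected with the PESCA library, in 10 libraries. For ATAC-Seq, the authors trimmed reads, aligned them to mm10 with Subread, removed duplicates, and called peaks with MACS2 and HOMER. The paper's methods describe the removal of regions on a blacklist for the browser tracks. The deposited peak lists hold the peaks called by both, each with a −log10 q-value as MACS2 writes it. The authors counted reads on 323369 reference regions, and these deposited counts have no normalization. The deposited binary table holds 0 or 1 for each region and sample, and the authors' phyloP conservation score of each region. In 2 of the samples, replicate 1 of PV and of VIP, the binary table marks more regions than the peak list holds. A deposited table of 287 GREs gives the authors' ATAC and PESCA specificity, each a ratio or fold that they computed. For snRNA-Seq, the authors' pipeline aligned reads to GRCm38 with the viral barcodes added, and the deposited counts are UMIs per nucleus, without normalization. The deposited PESCA fold and that of the paper's supplement differ. The fold recomputed here uses neither, and is compared with both.

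Peaks were merged and intersected with bedtools 2.31.1, with a shared base as overlap. A region counted for a cell type when a peak of each replicate covered it. Correlations between samples used the binary values. The ATAC fold followed the paper's methods, with signal scaled to 10000000 reads over conserved regions and a pseudocount of 0.5. Read counts were tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr) in R 4.3.3 as SST against the mean of PV and VIP, over all 6 samples. Calls used a false discovery rate of 5% after Benjamini-Hochberg. The biological coefficient of variation was 0.181. On simulated data with 200 of 40338 regions changed by 2 on the log2 scale, the test of SST against the mean of PV and VIP recovered 144 (72.0%), with 4 false calls. Every simulated region had this same coefficient of variation and the mean of a region that passed the filter. The number of false calls in the real data cannot be read from it, nor any result for GREs under the filter. DESeq2 1.42.0 was run as an alternative.

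Nuclei with more than 200 non-viral UMIs were kept, 32335 of 47348 barcodes. Viral counts were removed, and nuclei were clustered with Seurat 5.3.0 as in the paper's methods, with scaling to 10000 UMIs, 5419 variable genes, 30 principal components and a resolution of 1.5. Clusters were named from fixed marker lists. The rule that turns the lists into names was set after the clusters were seen, and replaced a first rule. Leiden clustering and Scrublet were run in scanpy 1.11.5. Scrublet expected 6% of doublets and marked 11 nuclei, so no doublets were removed. The SST fold used a pseudocount of 0.01. The viral barcode columns numbered 1164, of which 861 belong to GREs. The other 303 were not used in any fold. Shuffles of barcodes numbered 10000, and permutations across GREs numbered 100000, all with fixed seeds. Calculations used python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

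The main settings and their tests, most alternatives, the marker lists and the rule for named genes were fixed before the data were examined, and alternatives added later are named as such. The rule names the 5 GREs the paper calls hits and GREs with a recomputed SST fold above 7. It further allows at most the 3 highest GREs by ATAC fold, of which none is named, and at most the 3 with the largest fold in another cell type among GREs with at least 300 UMIs. Of cellular genes, it names the markers of Figure 2e, the other markers on the lists and the genes nearest to the named GREs. Genes that lead a cluster were named after their values were seen. The lists of lymphocyte and stress genes were written after the clusters were seen and before they were tested, apart from 3 lymphocyte genes taken from the leading genes. Counting intervals are exact and cover the counting of UMIs or nuclei only. Results on the library before PCR enrichment, the library before injection, imaging and electrophysiology were not analysed here.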

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

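The tests of depth and of SST-like nuclei in library 2-5 and its comparison with the spread of all 10 libraries, of a general background and of further library members among unused barcodes, of single libraries behind the cluster of lymphocyte genes, and of depth in the cluster of immediate early genes were chosen only after the result was seen. The design names no condition that differs between libraries or clusters. Apart from a link between viral load and stress genes, no biological explanation was tested in this part.

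Library 2-5 lay far from the other 9 libraries in 6 of 15 measures, each a measure of viral transcripts. It held 18028 viral UMIs (Dixon ratio 0.595, above the 95% critical value for 10 libraries), a mean of 7.34 viral UMIs per nucleus (0.556), 3.12 barcodes (0.517) and 2.99 GREs (0.523). A viral UMI was found in 65.7% of its nuclei (0.597), and its nuclei other than SST-like held a mean of 6.90 (0.505). Within its set, the ratio passed the critical value for 5 libraries, 0.71, for viral UMIs (0.821), barcodes (0.815) and GREs (0.825). It also did for the share of nuclei with a viral UMI (0.736). It did not for the mean viral UMIs of all nuclei (0.687) and of nuclei other than SST-like (0.651). Chance alone marks about 1 in 20 such groups, and these measures are not independent of each other. A lower depth is argued against by its mean of 1016 non-viral UMIs, the highest of the 10 libraries, whose mean was 889.8. A lack of SST-like nuclei is argued against by the 6.90 viral UMIs in its other nuclei, where the lowest of the other libraries had 12.6. Fewer nuclei with virus, each with as many viral UMIs, is argued against by 11.2 viral UMIs per nucleus with a viral UMI, where the lowest of the other libraries had 16.9 (Dixon ratio 0.588 over 10 libraries, and 0.655 within its set, under the critical value for 5). Shallower sampling of viral transcripts cannot be told apart from the spread between libraries. The other 4 libraries of set 2, thinned to its mean, had a viral UMI in 69.7 to 74.6% of nuclei, above its 65.7%, but the Dixon ratio was 0.446 within the set and 0.262 over 10 libraries, both under the critical value. Without library 2-5 the overall ratio of SST-like to other nuclei was 2.89, and 3 GREs had a fold above 7.

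Besides library 2-5, values above the critical value for 5 libraries were found within set 1. Library 1-2 had a low share of SST-like nuclei, 2.33% (Dixon ratio 0.797), and library 1-4 a high share of UMIs on unused barcodes, 1.05% (0.816). Both are consistent with counting error. The other 4 libraries of set 1 had 2.885% SST-like nuclei, just inside the 95% interval of library 1-2, from 1.86 to 2.888%. They had 0.982% of viral UMIs on unused barcodes, inside the interval of library 1-4, from 0.965 to 1.14%.

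The 303 viral barcode columns that belong to no GRE held 5791 UMIs, 1.14% of viral UMIs. The paper gives a share of viral reads that match no known barcode or could not be assigned to one, and no value for these columns. A general background shared by every barcode is argued against by the spread of the UMIs over these columns, whose variance was 93.2 times their mean, where counting error gives 1. Of the 7 unused barcodes with at least 100 UMIs, 4 may be misread library barcodes. Of the nuclei that held one of these 4, at least 87.7% also held one and the same library barcode, where library barcodes of like UMI number had a median of at most 29.6%, though the highest of these reached 95.0%.

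The other 3 of these barcodes, with 994 UMIs, are numbered 672, 768 and 864. Their numbers are 96 apart, the spacing of the 3 barcodes of each of the 287 GREs, and the highest barcode number of a GRE is 863. Misreading is argued against by the share of their nuclei that held the most frequent library barcode, at most 40.6%, beside 29.3% for library barcodes of like number. They may be further members of the library: a nucleus that held one had at least 0.817 times the UMIs of library barcodes of like number, where the 4 others reached at most 0.560. Their SST fold was 3.53 (95% interval 2.95 to 4.19). Which sequence they would carry is not known from the files.

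A cluster of 230 nuclei without a name was led by Gzma, Gzmb, Ptprcap and Ptprc, genes of lymphocytes, a cell type outside those the paper reports. It held 1.18% of the nuclei of library set 1 and 0.150% of those of set 2, a ratio of 7.86. A list of 13 lymphocyte genes, 10 of them written down before the test and 3 taken from the leading genes of the cluster, was at 68.7 per 10000 UMIs in the cluster, 6.66 in microglia-like nuclei and 0.656 in all other nuclei. A lower depth of library set 1 is argued against by the ratio of 5.83 among nuclei with more than 500 UMIs. A few libraries are argued against by the shares per library, at least 1.00% in each library of set 1 and at most 0.250% in set 2. Doublets of microglia and neurons are argued against by microglia markers, which were 13.4 times higher in the microglia-like cluster. The paper took 5 libraries from each animal, so the sets may be animals, though no label says so. A difference between animals was not tested, and what makes the library sets differ stays open.

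Barcodes with 200 or fewer non-viral UMIs, which were left out of the nuclei, held a mean of 8.43 viral UMIs. Free viral RNA in droplets was tested on viral UMIs in non-neuronal nuclei. If they were random draws from free RNA, 12.0% would lie on a barcode seen at least 2 times in the nucleus, where 63.5% did. The prediction took a share above that of random draws as evidence against free RNA, but the barcodes with 200 or fewer UMIs had 68.6%, so repeated barcodes do not tell nuclei from droplets that hold few transcripts, and the origin cannot be told apart on this measure. Whether free RNA sets part of the level of the 5 hits outside SST-like nuclei cannot be told apart either. Non-neuronal nuclei held the hits at 44.2% and the whole library at 42.9% of the level of all nuclei other than SST-like, but their median depth was 360 UMIs, beside 710.

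A cluster of 815 nuclei without a name, led by Egr2, Atf3, Gadd45b and Jun, immediate early and stress genes, held a mean of 47.1 viral UMIs, the most of any cluster. Depth is argued against by 72.1 viral UMIs per 1000 non-viral UMIs, 4.64 times the 15.5 of excitatory-like clusters. A link between viral load and stress genes cannot be told apart. Among excitatory-like nuclei at the same depth, those with a UMI of a stress gene held 0.956 times the viral UMIs of those without, above 1 in 4 of 10 libraries, and 48 of 100 random gene lists gave a ratio as high. But the clustering had already parted the nuclei led by these genes from the excitatory-like ones, of which 58.6% held such a UMI. What sets this cluster apart stays open.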

How the results depend on the processing

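The alternatives on the binary table in either replicate, on samples with any read, on the mean of 3 barcode folds, on unnamed clusters, on Scrublet scores, on scaling over all regions and on the relation of SST ATAC reads to SST fold were chosen only after the data were seen.

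Counts of ATAC-Seq regions rose or fell with the way replicates combine. Over 1.5 times as many regions were found with the union of replicates, 58963 in SST, 55835 in PV and 57314 in VIP, and with the binary table in either replicate, 57932, 61108 and 79124. Peaks above the median score alone gave 19121, 18616 and 19854, by construction fewer. Regions in SST alone were 15635 with the union, 11846 with the binary table and 3055 with peaks above the median score. Regions in all 3 cell types were 27844, 32092 and 11619. With a replicate left out of each cell type, SST alone had 10971 to 13669 regions, since a region then needs a peak in 1 replicate only. An overlap of 50% moved none of these counts over 1.5 times.

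The squared correlation of replicates was 0.734 on log2 CPM, 0.585 as a Jaccard index, which is another scale, and 0.103 with 1 where a sample has a read. The mean of replicates stayed above the mean across cell types on each measure, though with 1 where a sample has a read SST replicate 1 was closer to both PV replicates (0.124 and 0.101) than to SST replicate 2 (0.0931). The median ATAC fold of the 287 GREs was 532 with a pseudocount of 0.1, 54.1 with 1 and 14.3 with 5, and 19.9 over the 128 GREs with at least 10 reads. It ranged from 13.0 without SST replicate 2 to 148 without SST replicate 1. Scaling over all regions gave 20.2, and scaling each replicate to 5000000 reads over all regions 12.5.

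The number of regions higher in SST was 411 without a filter on low counts, where 310118 regions were tested, and 157 were lower. It was 864 with DESeq2, and 589 were lower. Against PV alone it was 1597, and against VIP alone 7197, with 7436 lower. The share of calls that were higher fell from 60.1% to 47.8% against PV alone and 49.2% against VIP alone, and was 72.4% without a filter. With each sample left out the number of higher regions ranged from 2865 without VIP replicate 2 to 4958 without SST replicate 1, where the filter let pass between 53326 and 56308 regions, beside 40338 with all samples. The number of GREs called higher ranged from 15 without SST replicate 2 to 43 without PV replicate 1 or 2, of 21 GREs tested in the first case and 53 and 52 in the others, beside 21 of 21 with all samples. A lone replicate is then assumed to vary like those of the other cell types. With the replicate block it was 2994, and 1935 were lower. The deviations of equally numbered replicates correlated at 0.0233, 0.0297 and −0.0366 between cell types, so the numbers do not establish pairing. Library sizes without TMM gave 3332 higher regions, and RLE factors 3145.

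Mean non-viral UMIs were 639.8 with no minimum, 1031 above 300 UMIs and 1207 above 500 UMIs, which follows from the minimum itself. Viral UMIs were 20.6 above 500 UMIs. The share of SST-like nuclei was 4.49% with Leiden clustering; resolutions of 0.8 and 2 kept it within the spread of libraries. The overall ratio of viral UMIs was 1.90 against inhibitory nuclei of other classes and above 1 under every setting run, with 2.78 to 3.09 when each library was left out. The cause was not tested.

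The number of GREs with an SST fold above 7, which was 3, differed under many of the settings. It was 14 with pseudocount 0, 7 with 0.001 and 0 with 0.1. It was 5 with nuclei chosen by an Sst and a Gad1 or Gad2 UMI and 5 against excitatory-like nuclei. It was 6 at a resolution of 0.8, 6 in library set 2 alone and 6 with unnamed clusters left out. It was 1 against inhibitory nuclei of other classes, 1 in library set 1 alone and 1 with the mean of 3 barcode folds. It was 0 with Leiden clustering, relative to the enrichment of the whole library, without the top 1% of nuclei by viral UMIs and as a share of nuclei with the GRE. With each library left out it ranged from 2 without library 2-1 to 6 without library 1-1 or library 1-5. The size of the pseudocount draws folds towards 1, and the cut of the top 1% is made on viral UMIs themselves. For the other settings the cause was not tested. The 5 hits were all among the 10 highest folds under every setting run, except with pseudocount 0 and without the top 1% of nuclei, where 3 were, and against inhibitory nuclei of other classes, where 4 were.

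The correlation of barcodes was 0.237 with a pseudocount of 0.001, 0.628 with 0.1, 0.362 for barcodes with at least 100 UMIs and 0.438 by Spearman. That of library sets was 0.248, 0.761 and 0.414 under the first 3 of these choices, with GREs of at least 300 UMIs for the last. Both stayed above 0 throughout. The rho of SST fold and UMI total was 0.114 with pseudocount 0, 0.327 with 0.001 and 0.868 with 0.1. The thinned fold of the 5 hits was 8.13 with pseudocount 0 and 7.41 with a scaled one, beside 3.79. The rho of ATAC and PESCA fold changed its sign, to −0.117 for GREs with at least 300 UMIs and −0.0448 with pseudocount 0, from 0.0481. The cause was not tested. Over all results and alternatives, 428 values were computed, of which 248 stayed within their spread or within 1.5 times, 177 moved beyond it, 2 reversed and 1, the rho of SST ATAC reads and SST fold with pseudocount 0 (0.0933), kept its sign and lost its threshold.

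Depth limits what can be read from single GREs. The median GRE rests on 8 SST reads of ATAC-Seq, and 81 GREs have under 10 UMIs in SST-like nuclei.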

Differences from the paper's values

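No test of a cause is given in this part. The number of peaks was 33334 in SST, where the paper's value is 57932, 32913 in PV, where the paper's is 61108, and 36416 in VIP, where the paper's is 79124. Of the alternatives set before the data were examined, the union of replicates comes within 1.5 times of the paper's value for SST (58963), PV (55835) and VIP (57314). Leaving out a replicate does so for SST and PV but not for VIP. An overlap of 50%, the binary table in both replicates and peaks above the median score do not. The count of regions marked in the binary table in either replicate equals the paper's value for each cell type, 57932, 61108 and 79124, a setting chosen after seeing the values.

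The regions in SST alone were 6694, where Fig. 1b shows about 12000, read by eye. Those in PV alone were 6599 (about 14000 in Fig. 1b), those in VIP alone 12753 (about 35000 in Fig. 1b), and those in all 3 cell types 17855 (about 32000 in Fig. 1b). The union of replicates comes within 1.5 times for SST alone, PV alone and all 3, and does not for VIP alone, at 20299. Leaving out replicate 1 or 2 of each cell type comes within 1.5 times except for VIP alone, at 19227 and 15257. An overlap of 50% and peaks above the median score do not for any of these. With regions marked in the binary table in either replicate, the counts are 11846, 13717, 34729 and 32092. These counts lie close to the values read by eye from the figure, and the setting was chosen after seeing the values.

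The number of GREs with an SST fold above 7 was 3, where the paper's supplementary file gives 6 and the authors' deposited column 2. Of the alternatives set before the data were examined, a resolution of 0.8, library set 2 alone, and leaving out library 1-1 or library 1-5 give 6. A pseudocount of 0.001, SST-like nuclei chosen by their own UMIs, the comparison with excitatory-like nuclei, leaving out library 1-2, 1-4 or 2-2, and leaving out barcode 2 come within 1.5 times, with 4 to 7. Pseudocounts of 0 (14) and 0.1 (0), a resolution of 2 (3), Leiden clustering (0), inhibitory nuclei of other classes (1), the fold relative to the whole library (0), UMIs per 1000 non-viral UMIs (3) and nuclei without Scrublet calls (3) do not. Nor do leaving out the top 1% of nuclei (0), the share of nuclei with the GRE (0), library set 1 alone (1), leaving out library 1-3, 2-1, 2-3, 2-4 or 2-5 (2 or 3), and leaving out barcode 1 (3) or barcode 3 (2). Leaving out unnamed clusters also gives 6, while the highest 6% of Scrublet scores left out (2) and the mean of 3 barcode folds (1) do not come within 1.5 times, all settings chosen after seeing the values. Of the 5 hits, GRE80 and GRE22 are above 7 here. GRE12 and GRE44, which the paper puts above that limit, are at 6.99 and 6.82, and GRE19 at 6.05. Both GRE12 and GRE44 are above it with pseudocounts of 0 (8.23 and 7.18) and 0.001, at a resolution of 0.8, in library set 2 alone (8.34 and 8.72), without library 1-1 or 1-5, without barcode 1, and with unnamed clusters left out, which was chosen after seeing the values. GRE12 is also above it against excitatory-like nuclei (7.42), without library 1-2, 1-4 or 2-2 and without barcode 2, and GRE44 with SST-like nuclei chosen by their own UMIs. GRE19 is above it in library set 2 alone, at 7.97.

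The r of barcodes 1 and 3 was 0.497, where the paper's value is 0.55. The paper gives an error of 0.05 on the mean of the pairs and does not name its kind. A pseudocount of 0.1 gives 0.590, which is within that error. A pseudocount of 0.001 (0.298), barcodes with at least 100 UMIs (0.318) and Spearman (0.467) do not come within it. For shuffled barcodes, the mean r was −0.000565, where the paper's value is 0.002, with a stated error of 0.06 and a spread here of 0.0342; the signs differ and both are within their error of 0. No alternative was run for the shuffled value.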

Other observations

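The tests of depth in the SST replicates, of the choice of the highest ATAC ratios and of the mean over 3 barcode folds, and the further settings for the relation of SST ATAC reads to the PESCA fold, were chosen only after the result was seen. The test of the highest ATAC ratios replaces a first form that was void by construction. Where no biological explanation is named, none was tested.

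More reads were found in SST replicate 2 than in SST replicate 1 over the 287 GREs, at a ratio of 2.38. Total depth is argued against, since the ratio of all reads was 1.18. A ranking that favours one replicate of any group is argued against by the 287 highest regions for PV and VIP, whose replicates differed by 1.06 and 1.12 in reads per total. A lower share of SST chromatin in replicate 1 cannot be told apart. The 2248 regions marked in both SST replicates and in no other sample had a ratio of 0.974, but they were chosen for a peak in replicate 1 as well. What makes the GREs differ stays open.

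The ATAC ratio of the 287 highest regions depends on the reads that ranked them. Ranked by replicate 1 of each cell type, their pooled ratio of SST to PV and VIP reads was 62.8 in those samples and 2.80 in the samples left out. Ranked by replicate 2 it was 267 and 2.39. In the samples left out, the median fold of single regions was 1.64 and 1.36, and 64.8 and 56.4% of them were above 1, beside 43.7 and 41.3% of all conserved regions. That the choice of the highest ratios among few reads is the whole cause is argued against by the pooled ratio of 2.39 (95% interval 2.03 to 2.79 over resampled regions), which was 1.94 over the 258 regions left without those of most reads. Most of the size was not kept. For regions ranked by PV signal, the ratio in samples left out was 3.04 and 2.11, and for those ranked by VIP signal 15.0 and 15.6.

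The binary table marks 8810 regions in PV replicate 1 and 30902 in VIP replicate 1 where the peak list of that sample has no peak, and none in the other samples. Whether reads of the same sample that the count table leaves out made these marks cannot be told apart, since such reads need not show in the counted ones. The counted reads per total at these regions were 0.848 and 0.905 times those of the other replicate. They came to 6.26 and 4.16 per region, beside 1.71 and 1.48 in regions marked in no sample. Regions marked with a peak had 30.4 and 33.5. How these marks were made is not known from the files.

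Whether ATAC fold ranks the PESCA fold was tested across 287 GREs, which are not independent replicates, as one of 3 relations. The rho was 0.0481 (permutation p = 0.419, adjusted p = 0.419). The authors had chosen all of these GREs for a high ATAC fold, so the rho cannot tell how ATAC fold relates to the PESCA fold over lower ATAC folds. The number of SST ATAC reads was related to the PESCA fold with a rho of 0.196 (p = 0.00073, adjusted p = 0.00219). GREs with reads in both SST replicates had a median fold of 2.03 (205 GREs) and those with reads in one 1.67 (82 GREs), a log2 difference of 0.28 (permutation p = 0.0382, adjusted p = 0.0574), which fails the correction. The relation to SST reads could come from the pseudocount and from transcript abundance. Without a pseudocount the rho was 0.0933 (p = 0.115), and SST reads were related to the UMI total of a GRE (rho 0.151, p = 0.0103). Against this, GREs with at least 300 UMIs kept a rho of 0.265 (p = 0.00035), and of 0.242 (p = 0.00107) without a pseudocount. The explanations cannot be told apart from these values.

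The lower fold of thinned transcripts was 3.79 for the mean of the 5 hits at a probability of 0.0625, beside 7.29 with all UMIs. With the pseudocount scaled by the sampling probability it was 7.41. Thinning lowers both means by that probability, so this return follows from arithmetic and tests nothing.

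The deposited PESCA values differ from those of the paper's supplementary file, with an r of 0.794 across 287 GREs. The deposited column may be a mean over 3 barcode folds, whose recomputed values had an r of 0.970 with it, beside 0.920 for the fold of summed barcodes. The supplementary values had an r of 0.803 with the fold of summed barcodes and 0.774 with the mean of 3. The authors' deposited values for GRE12, GRE22 and GRE44 are 6.29, 7.49 and 6.32, and those of the supplementary file 8.35, 9.12 and 7.22.

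Among GREs with at least 300 UMIs, the highest folds for another cell type were 7.60 for GRE102 in VIP-like nuclei, 4.65 for GRE254 in NPY-like nuclei and 4.62 for GRE83 in PV-like nuclei. The UMIs of GRE102 came from 2 VIP-like nuclei, with 98.9% in one of them, and those of GRE254 from 3 NPY-like nuclei, with 67.6% in one. Between library sets 1 and 2, GRE102 had 0.381 and 18.6. GRE83 was found in 81 PV-like nuclei, with 4.57 in library set 1 and 4.73 in set 2.

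The plasmids of the paper's supplementary file hold inserts that match GRCm38 without a mismatch and cover the GRE. That of GRE12 spans 747 bp of chromosome 15 from 52005458 to 52006204, that of GRE22 714 bp of chromosome 2 from 69084220 to 69084933, and that of GRE44 720 bp of chromosome 3 from 150792031 to 150792750.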
